# Insulin receptor substrate 1, but not IRS2, plays a dominant role in regulating pancreatic alpha cell function in mice

**DOI:** 10.1016/j.jbc.2021.100646

**Published:** 2021-04-09

**Authors:** Tomozumi Takatani, Jun Shirakawa, Kimitaka Shibue, Manoj K. Gupta, Hyunki Kim, Shusheng Lu, Jiang Hu, Morris F. White, Robert T. Kennedy, Rohit N. Kulkarni

**Keywords:** IRS1, pancreatic alpha cell, pancreatic islet, insulin receptor substrate 1, glucagon, type 2 diabetes, insulin receptor, metabolic disorder, glycemic control, peptide secretion, alphaIRS1KD, IRS1 knockdown, alphaIRS2KD, IRS2 knockdown, alphaIRS1KO, alpha cell-specific IRS1-knockout, BrdU, bromodeoxyuridine, CHX, cycloheximide, IRS1, insulin receptor substrate 1, IRS2, insulin receptor substrate 2, lphaIRS2KO, alpha cell-specific IRS2 knockout

## Abstract

Dysregulated glucagon secretion deteriorates glycemic control in type 1 and type 2 diabetes. Although insulin is known to regulate glucagon secretion *via* its cognate receptor (insulin receptor, INSR) in pancreatic alpha cells, the role of downstream proteins and signaling pathways underlying insulin’s activities are not fully defined. Using *in vivo* (knockout) and *in vitro* (knockdown) studies targeting insulin receptor substrate (IRS) proteins, we compared the relative roles of IRS1 and IRS2 in regulating alpha cell function. Alpha cell–specific IRS1-knockout mice exhibited glucose intolerance and inappropriate glucagon suppression during glucose tolerance tests. In contrast, alpha cell–specific IRS2-knockout animals manifested normal glucose tolerance and suppression of glucagon secretion after glucose administration. Alpha cell lines with stable IRS1 knockdown could not repress glucagon mRNA expression and exhibited a reduction in phosphorylation of AKT Ser/Thr kinase (AKT, at Ser-473 and Thr-308). AlphaIRS1KD cells also displayed suppressed global protein translation, including reduced glucagon expression, impaired cytoplasmic Ca2+ response, and mitochondrial dysfunction. This was supported by the identification of novel IRS1-specific downstream target genes, *Trpc3* and *Cartpt*, that are associated with glucagon regulation in alpha cells. These results provide evidence that IRS1, rather than IRS2, is a dominant regulator of pancreatic alpha cell function.

Both type 1 and type 2 diabetes patients frequently manifest inappropriate glucagon secretion that contributes to the deterioration of glycemic control (1, 2, 3). Recent efforts have focused on modulating the glucagon receptor in an attempt to limit glucagon secretion to maintain normoglycemia. For example, knockout of the glucagon receptor or using a monoclonal antibody against the glucagon receptor have been reported to improve hyperglycemia in an insulin-independent manner (4, 5). Other studies report drugs targeting the glucagon receptor, and glucagon receptor antagonists, as potential approaches to treat diabetes (6, 7). Thus, understanding the mechanism(s) underlying alpha cell function and growth continue to be areas of scientific interest with therapeutic implications.

Several metabolites (8), hormones, and intra-islet factors have been reported to regulate alpha cell function including glucose, somatostatin (9, 10), γ-amino butyric acid (11, 12), Zinc ions (13, 14), acetylcholine (15, 16), and insulin (17, 18, 19, 20). We previously provided genetic evidence for a role for insulin by demonstrating that alpha cell-specific insulin receptor knockout (alphaIRKO) mice exhibit hyperglucagonemia, impaired glucose tolerance, and a lack of suppression of glucagon release in response to insulin stimulation (20). An independent study reported that insulin suppressed preproglucagon gene expression through the nuclear exclusion of Forkhead/winged helix box gene, group O-1 (21). We have also reported that X-box binding protein-1 activates the insulin signaling pathway in alpha cells to regulate glucagon secretion in response to glucose (22). This is consistent with cross-talk between the insulin/IGF-1 signaling and ER stress signaling pathways reported in other cell types (23, 24). However, the relative roles of downstream signaling proteins that are modulated by activating the insulin receptor in alpha cells are not fully elucidated.

It is well established from studies in diverse metabolic cells that signaling at the insulin receptor leads to activation of phosphatidyl 3-kinase and AKT *via* adaptor proteins such as insulin receptor substrate 1 (IRS1) or 2 (IRS2) (25). For example, in pancreatic beta cells, IRS1 and IRS2 play distinct roles in insulin secretion, proliferation, and survival against ER stress (26, 27, 28, 29, 30). To investigate whether these substrates play differential roles in regulating alpha cell biology, we generated alpha cell-specific IRS1 knockout (alphaIRS1KO) and alpha cell-specific IRS2 knockout (alphaIRS2KO) mice for *in vivo* studies and derived stable IRS1 knockdown (alphaIRS1KD) or IRS2 knockdown (alphaIRS2KD) alpha cell lines for *in vitro* experiments. The alphaIRS1KO mice showed impaired glucose tolerance, insulin resistance, and inadequate suppression of glucagon secretion following glucose administration. These findings were complemented by defects in alphaIRS1KD cells *in vitro* with altered translation of glucagon, inadequate Ca^2+^ oscillations, and mitochondrial dysfunction in comparison to control or alphaIRS2KD cells. Together, the data support a prominent role for IRS1 in the regulation of alpha cell secretory function.

## Results

### Alpha cell-specific deletion of IRS1, but not IRS2, leads to glucose intolerance due to dysregulated glucagon secretion

We used alphaIRS1KO, alphaIRS2KO, and corresponding floxed littermate controls that lack Cre for experiments. Glucagon-Cre mice did not show significant differences in glucose tolerance test compared with control (WT) mice (Fig. S1). Furthermore, the lack of phenotypic differences between WT mice and floxed animals in previous studies in our lab (unpublished observations) prompted us to use the floxed mice as controls.

All mice were born normally and survived until adulthood, and no significant differences were evident in body weights among groups except for a mild decrease in alphaIRS2KOs at 2 months of age compared with their respective littermate controls (Fig. 1, *A* and *B*). Assessment of glucose homeostasis revealed no significant differences in nonfasting blood glucose levels among groups (Fig. 1*C*). However, in response to oral glucose administration, alphaIRS1KO mice displayed glucose intolerance while blood glucose levels were comparable between control and alphaIRS2KO mice (Fig. 1, *D* and *E*). On the other hand, oral gavage of glucose failed to inhibit glucagon secretion significantly in alphaIRS1KO mice in contrast to the suppression evident in control and alphaIRS2KO mice (Fig. 1*F*). Insulin levels during the oral glucose tolerance test were not different between control and alphaIRS1KO mice (Fig. S2*A*)

**Figure 1:**
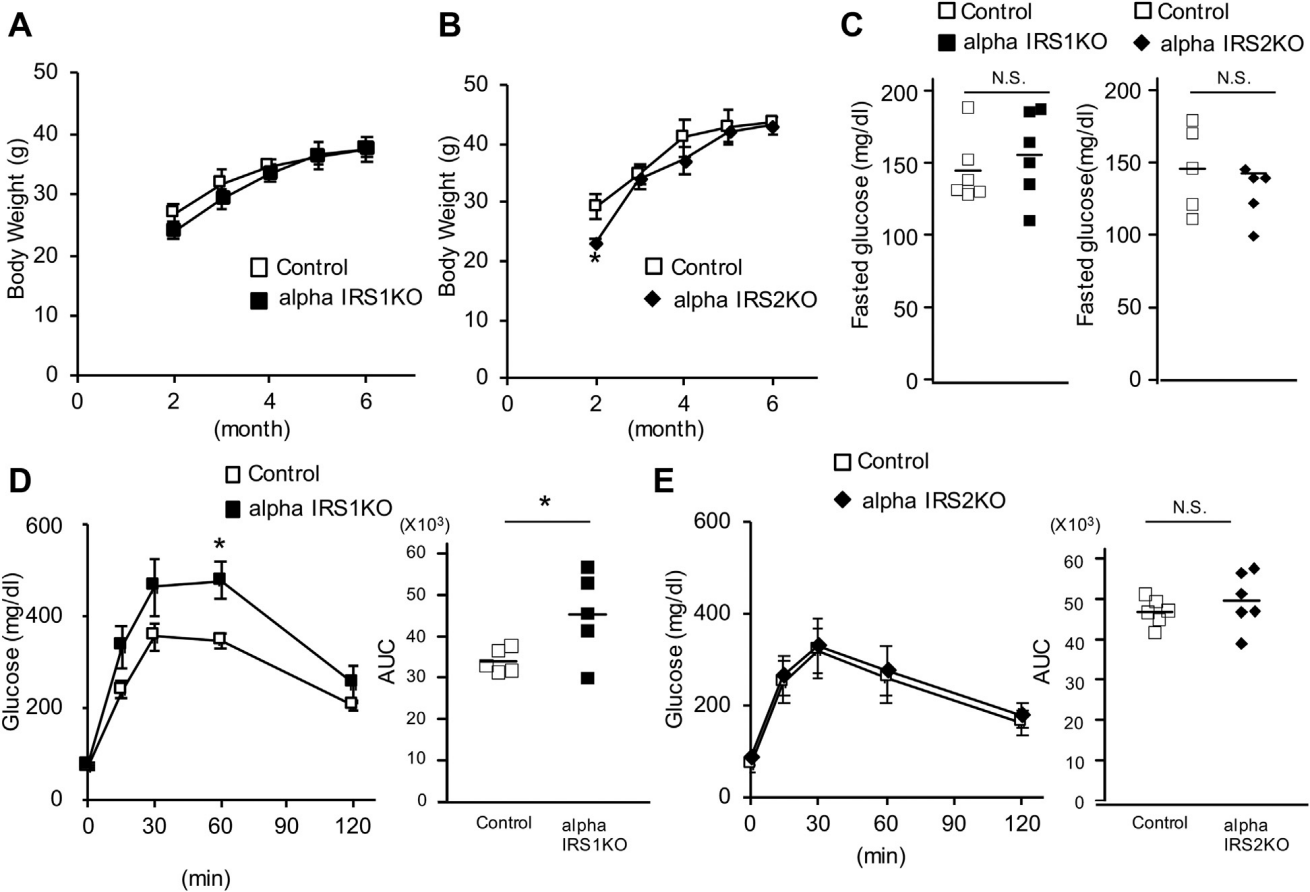

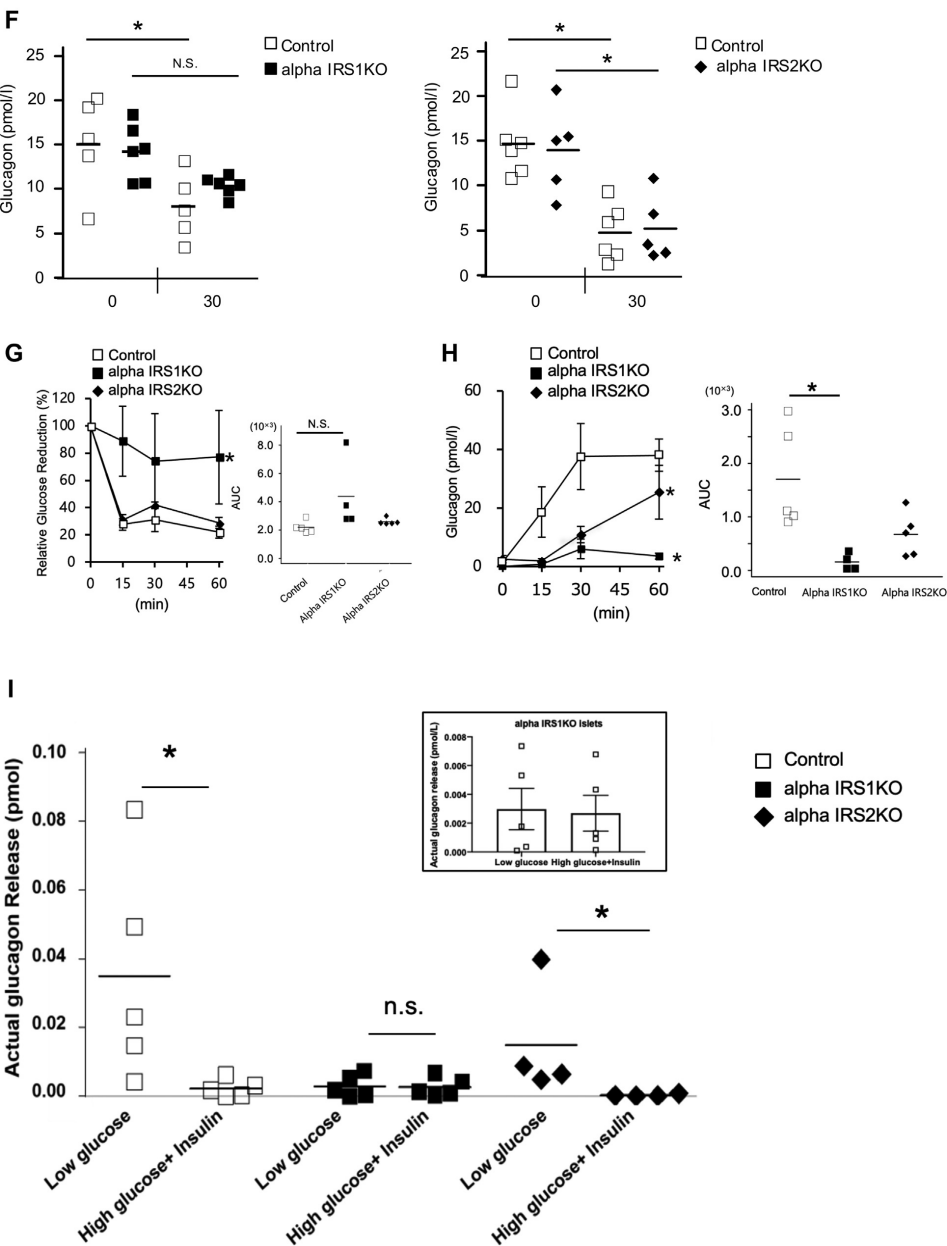
**Mice with alpha cell specific deletion of IRS1 exhibit glucose intolerance due to insufficient glucagon secretion.***A*, body weights of alphaIRS1KO (n = 3–5). *B*, alphaIRS2KO (n = 4). *C*, nonfasting blood glucose in 6-month-old of male alphaIRS1KO (n = 6) and alphaIRS2KO (n = 5). *D*, oral glucose tolerance test (OGTT; glucose 1 g/kg body weight [BW]) in 6-month-old male alphaIRS1KO (n = 5) or *E*, alphaIRS2KO mice (n = 6). In *D* and *E*, quantification is shown in the *right panel*. *F*, serum glucagon levels of OGTT measured by RIA in 6-month-old alphaIRS1KO (n = 5) or alphaIRS2KO (n = 6) mice. *A*–*F*, were analyzed with an unpaired two-tailed Student *t* test. *G* and *H*, plasma glucose (*G*) and glucagon levels (*H*) measured by ELISA following the intraperitoneal injection of insulin (insulin 1 unit/kg BW) to control (n = 5), alphaIRS1KO (n = 4), alphaIRS2KO (n = 5). One-way ANOVA for area under the curve of plasma glucose, F = 3.07, *p* = 0.0874. One-way ANOVA for area under the curve of glucagon, F = 7.02, *p* = 0.0108. Tukey test was applied as a post hoc test. Data indicates the % reduction in glucose. Data are expressed as means ± SD, ∗*p* < 0.05. *I*, glucagon secretion assay of isolated islets. Glucagon secretion data are shown as actual glucagon release in total media (pmol). *Inset* shows the result of alphaIRS1KO. alphaIRS1KO, alpha cell-specific IRS1-knockout; lphaIRS2KO, alpha cell-specific IRS2 knockout; RIA, radioimmunoassay.

To further explore the insulin resistance defects, we examined glucagon responses following insulin injection during the insulin tolerance tests in the two individual knockouts. While a rapid and significant increase in glucagon was evident in controls, the rise was relatively slower in the mutants, and a blunted response was evident in alphaIRS1KO mice (Fig. 1, *G* and *H* and Fig. S2B). The phenotype of insulin resistance in alphaIRS1KO mice could be because of a crosstalk between the target tissue (*e.g.*, alpha cells) and other metabolic organs similar to reports in other tissue-specific models (31) and requires further study.

For further confirmation of a role for IRS1 in insulin-mediated regulation of glucagon secretion and expression, we performed *ex vivo* studies using isolated islets from each genotype of mice. Actual glucagon release and the delta change in glucagon secretion between low glucose and (high glucose + insulin) revealed a blunted inhibitory effect of insulin on glucagon secretion in the islets from alphaIRS1KO mice (Fig. 1*I*). However, when the data were expressed as % of glucagon content (32), the difference did not reach statistical significance between groups. In qRT-PCR, although the suppression of glucagon mRNA by insulin was observed in all groups, the inhibitory effect was significantly smaller in alphaIRS1KO islets compared with control islets (Fig. S3). These results support our hypothesis that IRS1 plays a role in the regulation of glucagon by insulin.

These data suggest that IRS1 plays a major role in regulating glucagon secretion in alpha cells and that hypoglycemia-induced glucagon secretion is linked to insulin sensitivity. Further work is necessary to fully dissect this interaction.

The architecture of the endocrine pancreas and the mass of alpha or beta cells in islets were not significantly different among groups at 6 months of age (Fig. 2, *A* and *B*). Consistently, the proliferation and apoptosis of alpha cells, which were measured by Ki-67 and TUNEL immunostaining respectively, were comparable among groups (Fig. S4, *A* and *B*).

**Figure 2:**
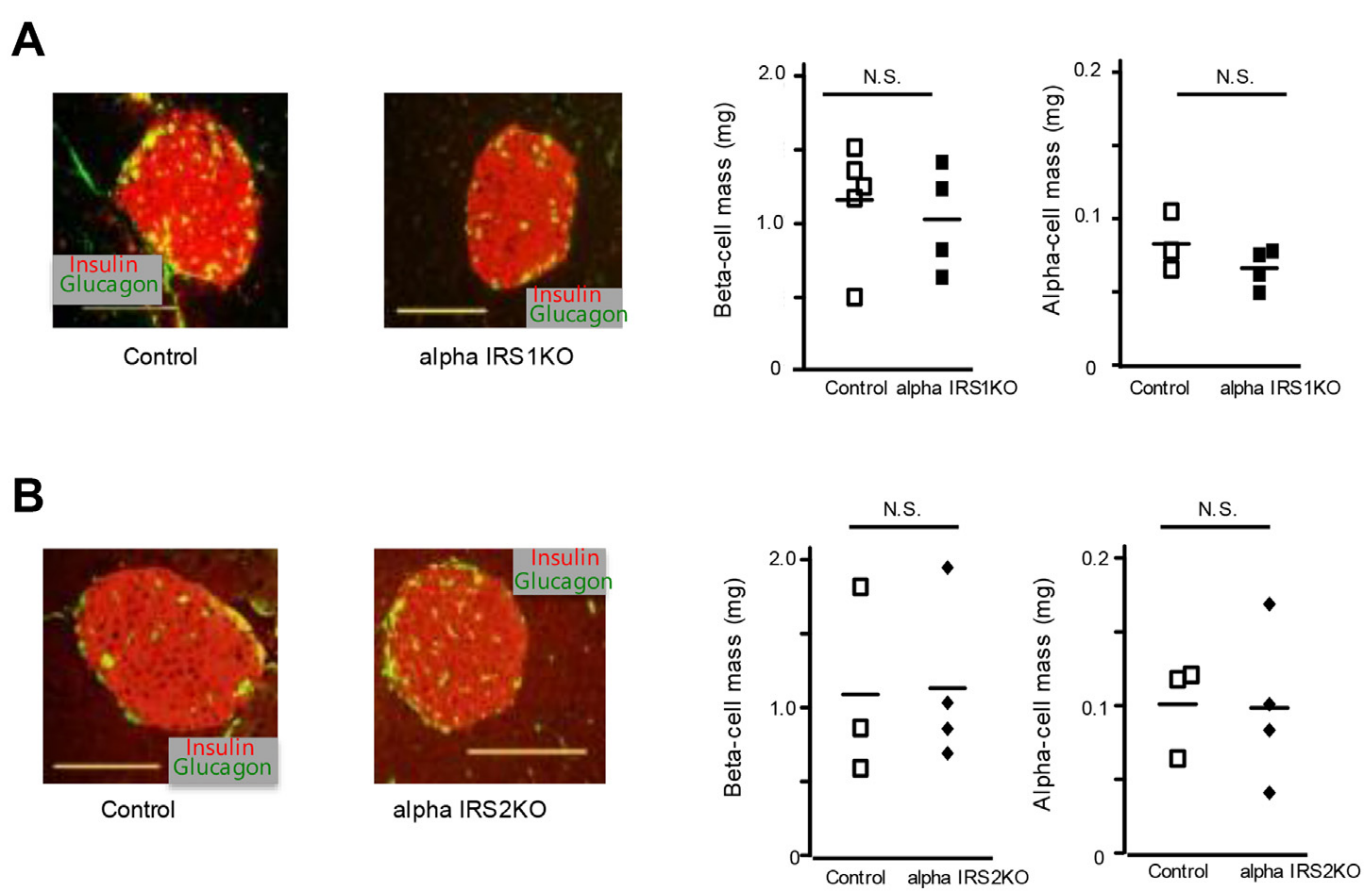
**Alpha cell–specific deletion of IRS1 or IRS2 has no significant effects on alpha or beta-cell mass.***A* and *B*, immunofluorescence staining for insulin (*red*) and glucagon (*green*) in pancreas sections from 6 month old. *A*, alphaIRS1KO or *B*, alphaIRS2KO mice (scale bar, 200 μm). Quantification of beta and alpha cell mass are shown in the *right panels* (n = 4–5), and *lines* are expressed as means. Results were analyzed with an unpaired two-tailed Student *t* test. alphaIRS1KO, alpha cell-specific IRS1-knockout; lphaIRS2KO, alpha cell-specific IRS2 knockout; IRS1, insulin receptor substrate 1; IRS2, insulin receptor substrate 2.

### AlphaIRS1KD and alphaIRS2KD cells exhibit similar blunting in insulin-stimulated AKT phosphorylation

To clarify the role of IRS1 *versus* IRS2 in intracellular signaling in alpha cells, we generated stable independent knockdowns of IRS1 or IRS2 proteins in alpha TC6 alpha cell lines using lentiviral short hairpin RNAs. Western blotting confirmed ∼80% knockdown of IRS1 or IRS2 protein in the respective cell lines (Fig. 3*A*). Neither alphaIRS1KD nor alphaIRS2KD showed significant changes in cell proliferation as assessed by cell counting or bromodeoxyuridine (BrdU) incorporation assays (Fig. 3, *B* and *C*). To assess the relative contributions of IRS1 *versus* IRS2 in modulating receptor-mediated insulin signaling proteins, we stimulated cells with insulin and observed that AKT phosphorylation (at Ser473 and Thr308 residues) was significantly decreased in both knockdown cell lines to a similar extent (Fig. 3*D*). Interestingly, we did not detect compensatory changes in the expression of either substrate protein in response to stimulation with insulin when one of them was knocked down. The lack of a commercially available high sensitivity pIRS antibody, prompted us to use an immunoprecipitation approach to evaluate the phosphorylation of IRS2 with a phosphotyrosine antibody (Fig. 3*E*). Finally, to directly evaluate the relevance of IRS1 in mediating the signaling effects downstream, we generated IRS1 overexpressing alpha cells (alphaIRS1OE) using adenovirus (33) and subjected them to insulin stimulation. Indeed, alphaIRS1OE cells exhibited an increase in Ser473 phosphorylation of AKT compared with controls (Fig. S5*A*). Consistent with a role for mTOR signaling in the regulation of alpha cell mass and glucagon secretion (34), we observed reduced phosphorylation of S6K in both cell lines after treatment with insulin (Fig. S5*B*).

**Figure 3:**
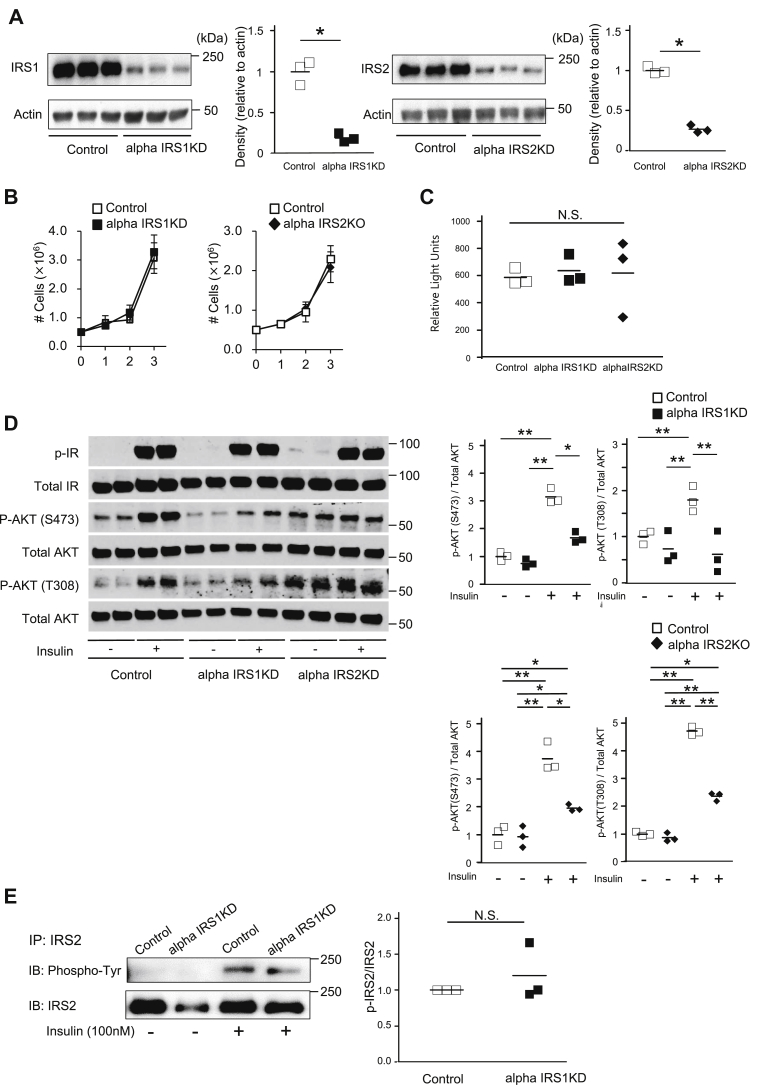
**Deficiency of IRS1 or IRS2 leads to impaired insulin signaling in alpha cells.***A*, Western blotting for IRS1, IRS2, or beta-actin proteins (loading control). *Lines* are expressed as means (n = 3). Quantification is shown in the *right panel*. *B*, control, alphaIRS1KD or alphaIRS1KD cells were plated onto 6-well plates (5 × 10^5^/well), and cells were counted on the indicated day. Data are expressed as means ± SD (n = 3). *C*, BrdU incorporation was measured in control, alphaIRS1KD, or alphaIRS2KD. *Lines* are expressed as means (n = 3). The quantification of BrdU incorporated into cells was measured by relative light units (RLU) using luminometer. *A*–*C*, were analyzed with an unpaired two-tailed Student *t* test. *D*, Western blotting for insulin receptor (IR) tyrosine ^972^ phosphorylation (37), IR, AKT Thr^308^ phosphorylation, AKT Ser^473^ phosphorylation, total AKT protein in control, alphaIRS1KD, and alphaIRS2KD cell lines with or without insulin (100 nM) treatment. *Lines* are expressed as means (n = 3). In control *versus* alpha IRS1KD, AKT S473: Two-way ANOVA, F = 50.88, *p* < 0.0001(IRS1), F = 56.31, *p* < 0.0001(Insulin), F = 72.70, *p* < 0.0001 (Interaction). AKT T308: Two-way ANOVA, F = 10.945, *p* = 0.0107(IRS1), F = 14.463, *p* = 0.0052 (Insulin), F = 7.729, *p* = 0.0239 (Interaction). Tukey test was applied as a post hoc test. In control *versus* alpha IRS2KD, AKT S473: Two-way ANOVA, F = 8.523, *p* = 0.0193(IRS2), F = 62.102, *p* < 0.0001(Insulin), F = 5.060, *p* = 0.0546 (Interaction). AKT T308: Two-way ANOVA, F = 48.24, *p* = 0.0001(IRS2), F = 169.83, *p* < 0.0001(Insulin), F = 12.13, *p* = 0.0082 (Interaction) Tukey test was applied as a post hoc test. Data are expressed as means ± SD (n = 3) with or without insulin (100 nM) treatment. *E*, Western blotting for tyrosine phosphorylation (Tyr), IRS2 in alphaIRS1KD cells after immunoprecipitation with IRS2 antibody. *Lines* are expressed as means (n = 3 in each group). ∗*p* < 0.05, ∗∗*p* < 0.01, N.S. not significant. In *D* and *E*, quantification is shown in the *right panel*. alphaIRS1KD, IRS1 knockdown; alphaIRS2KD, IRS2 knockdown; BrdU, bromodeoxyuridine; IRS1, insulin receptor substrate 1; IRS2, insulin receptor substrate 2.

### AlphaIRS1KD cells exhibit altered glucose-stimulated glucagon mRNA expression and translation to protein

Next, to examine dynamic changes in gene expression, we measured glucagon mRNA in the cell lines in the presence of high or low glucose levels with or without insulin stimulation. Although glucagon mRNA was significantly reduced in response to insulin stimulation at high glucose levels in control and alphaIRS2KD cells, the suppression was not evident in alphaIRS1KD cells even in the presence of insulin (Fig. 4, *A* and *B*), suggesting that IRS1, but not IRS2, mediates the suppressive effects of insulin in alpha cells. We next considered our previous reports that insulin receptor–mediated insulin signaling and IRS1 are involved in global protein translation in beta cells by using polyribosomal profiling (28, 35). To determine which substrate protein contributes to changes in global protein expression in alpha cells, we compared polyribosome profiles between the two knockdown cell lines. A puromycin incorporation assay revealed a reduction in global protein synthesis in alphaIRS1KD cells (Fig. 4*C*). Consistently, islets isolated from alphaIRS1KO mice, but not alphaIRS2KOs, showed a tendency to reduced glucagon content compared to control mice (Fig. S6). To specifically confirm the translation status of glucagon, we collected mRNA from each fraction during polyribosomal profiling gradient analyses and quantified its distribution. Glucagon mRNA in alphaIRS1KD cells was significantly decreased in monosomes and significantly increased in polysomes compared with controls (Fig. 4, *D* and *E*), whereas no difference in expression level in glucagon mRNA was observed between control and alphaIRS2KD cells (Fig. 4, *F* and *G*). Conversely, alphaIRS1OE cells showed a tendency to reduce glucagon mRNA expression in response to insulin stimulation (Fig. S5*C*). These results suggest IRS1 mediates effects of insulin that significantly impact translation, and especially on glucagon protein, in alpha cells.

**Figure 4:**
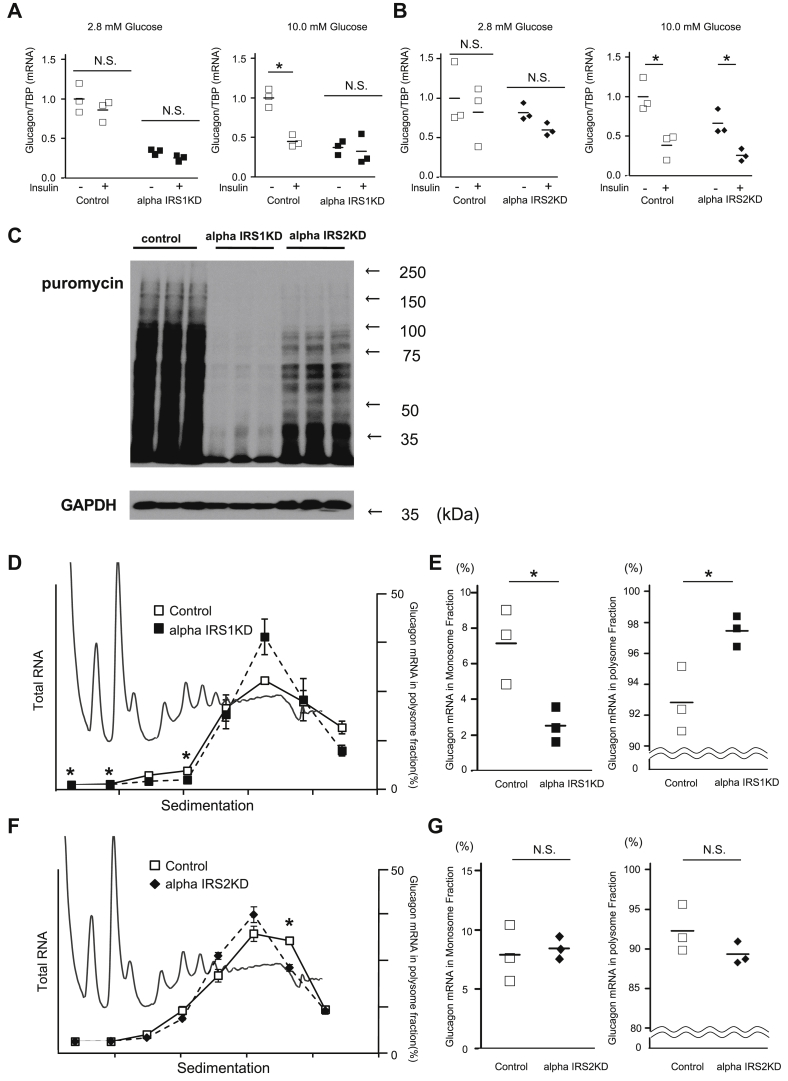
**IRS1 deficiency in alpha cells alters glucagon mRNA expression and translation.***A* and *B*, real-time PCR for glucagon gene expression in (*A*) alphaIRS1KD cells or (*B*) alphaIRS2KD cells. Cells were incubated at 2.8 or 10 mmol/l glucose with/without 100 nmol/l insulin (Ins) for 6 h. *C*, global protein translation was altered in alphaIRS1KD cells. Puromycin incorporation assay in control, alphaIRS1KD, and alphaIRS2KD alpha cells (n = 3). *D*–*G*, polysome profiles for alphaIRS1KD or alphaIRS2KD cells. The difference in the P/M ratio between control and alphaIRS1KD or alphaIRS2KD. P/M indicates ratio of polysomal to monosomal (40S, 60S, and 80S) fractions. Data are means ± SD, n = 3. Glucagon mRNA was quantified in each fraction of sucrose gradient of both control and (*D*) alphaIRS1KD or (*F*) alphaIRS2KD. Glucagon mRNA in monosome and polysome fractions in (*E*) alphaIRS1KD or (*G*) alphaIRS2KD cells was calculated. *Lines* are means, n = 3. ∗*p*-value < 0.05. N.S. not significant. *A*, *B*, and *D*–*G*, were analyzed with an unpaired two-tailed Student *t* test. alphaIRS1KD, IRS1 knockdown; alphaIRS2KD, IRS2 knockdown.

### AlphaIRS1KD cells display impaired Ca^2+^ oscillations in response to insulin

Alterations in Ca^2+^ flux during the secretory process are a common feature of most secretory cell types (36), and we have previously reported that IRS1-mediated Ca^2+^ flux is involved in insulin secretion (29). To clarify the relative roles of IRS1 *versus* IRS2 in the regulation of Ca^2+^ flux in alpha cells, we measured Ca^2+^ oscillations in cytoplasmic fractions in the presence of low or high glucose levels during insulin stimulation. As expected, and consistent with a suppressive effect of insulin, control alpha cells showed a significant reduction in the number of Ca^2+^ spikes when exposed to high glucose levels in the presence of insulin compared with low glucose.

In alphaIRS1KD cells, the Ca^2+^ concentration and the frequency of Ca^2+^ spikes were significantly decreased (Fig. 5*A*, Fig. S7, *A* and *B*). In addition, the alphaIRS1KD cells exhibited poor suppression of Ca^2+^ spikes in response to stimulation with high glucose or insulin (Fig. 5*B*). In contrast, the Ca^2+^ spike response in alphaIRS2KD cells was similar to control cells (Fig. 5*B*). These data of a significant decrease in the frequency of Ca^2+^ spikes in alphaIRS1KD cells suggests that absence of IRS1 is linked with altered Ca^2+^ oscillatory response to glucose and insulin stimulation which is not apparent in the IRS2-deficient alpha cells.

**Figure 5:**
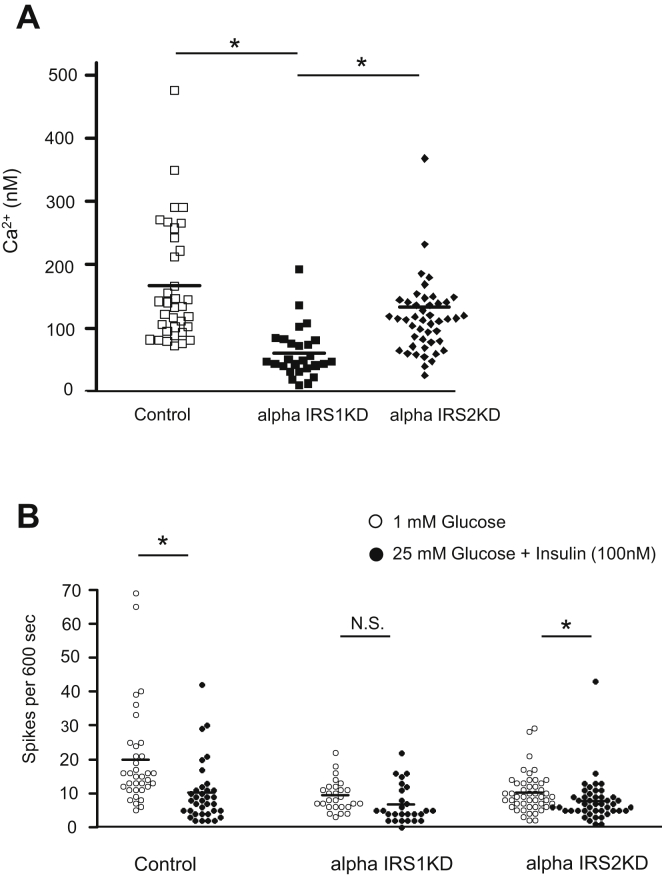
**The effects of IRS1 or IRS2 knockdown on Ca**^**2+**^**-influx in alpha cells.** The glucose concentration was increased from 1 to 25 mmol/l and 100 nmol/l human insulin was added. *A*, the Ca^2+^ concentration in cytosol of each cell at 1 mM glucose is shown (n = 27–47). One-way ANOVA, F = 7.90, *p* = 0.0006. Tukey test was applied as a post hoc test. *B*, quantification of frequency of spikes from each group is shown (n = 27). *Lines* are expressed as means. ∗*p* < 0.05; IRS1, insulin receptor substrate 1; IRS2, insulin receptor substrate 2; N.S., not significant.

### Gene expression microarray analysis of control, alphaIRS1KD, and alphaIRS2KD cell lines

Results in Figure 3, *D* and *E* indicate that both alphaIRS1KD and alphaIRS2KD cells showed a similar level of reduction in AKT phosphorylation upon stimulation with insulin. One interpretation of these data is that signaling pathways independent of AKT activation are involved in the dysregulation of glucagon secretion in alphaIRS1KD alpha cells. 

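In alpha TC6 cells, a mouse alpha-cell line that grew from a glucagonoma, the transcript targeted by each shRNA was lower on all 3 arrays of its own knockdown line than on all arrays of the other groups. Irs1 had a log2 signal of 8.07 ± 0.02 (SD, n = 3 arrays) in control cells, 7.17 ± 0.05 (SD, n = 3) in alphaIRS1KD cells and 8.09 ± 0.08 (SD, n = 3) in alphaIRS2KD cells. It was 1.88-fold lower in alphaIRS1KD than in control cells (log2 fold change -0.91, SE 0.06, adjusted p = 3.2e-05 from limma), and its log2 fold change in alphaIRS2KD cells was 0.02 (adjusted p = 0.95). Irs2 had a log2 signal of 10.65 ± 0.07 (SD, n = 3) in control cells and 10.07 ± 0.05 (SD, n = 3) in alphaIRS2KD cells, which is 1.49-fold lower (log2 fold change -0.58, SE 0.06, adjusted p = 0.0017 from limma). In alphaIRS1KD cells the log2 signal of Irs2 was 10.50 ± 0.06 (SD, n = 3), a log2 fold change of -0.15 that did not pass the test (adjusted p = 0.23). A dimmer Irs1 probe, with a log2 signal near 5, had a log2 fold change of -0.29 in alphaIRS1KD cells (adjusted p = 0.22 over all probes). The cells carried a nonsilencing, IRS1 or IRS2 shRNA that was delivered by lentivirus and kept under puromycin selection, with 1 line per knockdown. RNA of the 3 groups was labelled and hybridized to Affymetrix Mouse Gene 2.0 ST arrays, 3 per group, and the authors turned the scanned intensities into log2 signals by RMA, which corrects background, equalizes the distributions of the arrays and summarizes the probes of a transcript. Here 41345 such signals per array were read, with array medians between 5.03 and 5.11. Of these probes, 23521 name 1 gene, and where several name the same gene the probe with the highest mean signal was kept, which leaves 22180 genes. The 3 groups were fitted together with limma, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes. With 3 arrays per group their number limits the precision, and since the paper's text does not state whether the replicates were separate cultures, the p-values measure only the spread between these samples.

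**Figure D1:**
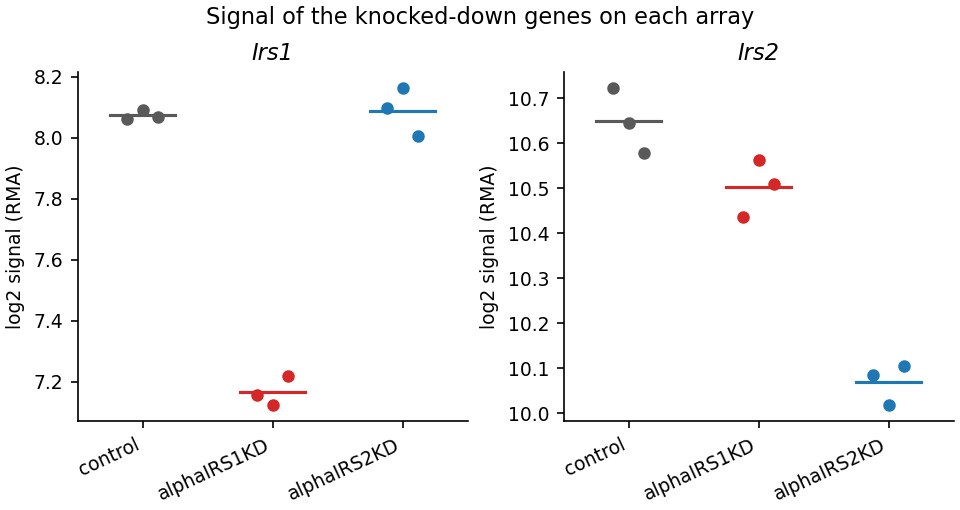
Log2 signal (RMA) of Irs1 (left) and Irs2 (right) on each of the 9 arrays, by group. Points are arrays and lines are group means. The 3 alphaIRS1KD arrays lie below the other 6 for Irs1, and the 3 alphaIRS2KD arrays lie below the other 6 for Irs2. The vertical axes do not start at 0.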

To identify candidate genes and identify pathways that are involved in the regulation of IRS1-mediated signaling in alpha cells, we performed gene expression microarray analysis of control, alphaIRS1KD, or alphaIRS2KD alpha cells. 

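Each knockdown line carried a set of changes of its own beside changes that the lines shared. Against control cells, 661 genes were higher and 816 were lower in alphaIRS1KD cells, and 198 were higher and 154 were lower in alphaIRS2KD cells. In both knockdown lines 128 genes were higher and 113 were lower than in control cells, among them the receptor tyrosine kinase Kit (3.34-fold in alphaIRS1KD and 2.83-fold in alphaIRS2KD cells) and the thyrotropin receptor Tshr (2.70-fold and 3.48-fold). The gut hormone cholecystokinin, Cck, was higher in both (log2 fold change 1.32 in alphaIRS1KD and 1.34 in alphaIRS2KD cells), and heme oxygenase Hmox1 (-1.11 and -1.04) and the hypoxia-responsive transcription factor Epas1 (-1.60 and -1.03) were lower. Against both other groups, 59 genes were higher and 24 were lower in alphaIRS2KD cells. The cadherin Cdh11 had a log2 fold change of 1.61 against control in alphaIRS2KD cells (adjusted p = 5.9e-04 from limma) and -0.17 in alphaIRS1KD cells (adjusted p = 0.57). The transcription factor Ebf1 was higher in alphaIRS2KD cells (log2 fold change 1.33) and lower in alphaIRS1KD cells (-1.03), and the collagen receptor Ddr2 (-1.23 and 0.66) and the mucin-type glycoprotein Pdpn (-0.50 and 1.10) were lower in alphaIRS2KD and higher in alphaIRS1KD cells. They belong to 19 genes that were called in opposite directions. Without 1 array at a time the alphaIRS2KD counts ranged from 109 to 260 higher and from 69 to 124 lower. In principal component analysis over all probes, the first component held 22.6% and the second 14.6% of the variance. The first set the alphaIRS1KD arrays (24.55 to 32.2) apart from the control arrays (-26.04 to -17.91), with the alphaIRS2KD arrays between (-14.56 to 3.95). On the second, alphaIRS2KD replicates 1 and 2 lay at -25.42 and -32.24 and replicate 3 at 13.89, within the range of the control arrays (11.66 to 15.29). The array most correlated with that replicate was alphaIRS1KD replicate 2. Of the 280 ways to part the 9 arrays into 3 groups of 3, the real one gave the highest ratio of between-group to within-group distance (pseudo-F 1.64, exact permutation test, p = 0.00357). The alphaIRS2KD arrays lay at a mean distance of 66.62 from each other and 66.01 from the control arrays, so they were no closer to each other than to control. The alphaIRS1KD arrays lay 58.20 from each other and 69.97 from control. For a single pair of groups the smallest p that 10 partitions allow is 0.1, and each pair reached it. Both knockdowns are compared with the same control arrays. In 20 simulated data sets without any effect a mean of 135 higher and 134 lower genes had an unadjusted p under 0.05 from limma in both, against 582 and 604 here. Since these sets hold no change in either line, they cannot tell shared effects of the knockdowns from a peculiarity of the control line. The log2 fold changes of the knockdowns correlated with r = 0.493 across genes, which are not independent replicates, against a simulated 0.499, and their covariance was 0.0155 against a simulated 0.00517.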

Principal component analysis revealed gene expression patterns for control, alphaIRS1KD, and alphaIRS2KD cells that allowed them to be categorized individually (Fig. S8*A*), suggesting that IRS1 and IRS2 each distinctly regulates the transcriptome of alpha cells. To explore the signaling pathway of IRS1-mediated regulation of glucagon secretion in alpha cells, we investigated genes that are commonly modified in alphaIRS1KD compared with genes in the other groups. We detected 866 genes to be significantly increased, whereas 1062 genes were significantly decreased in alphaIRS1KD compared with both control and alphaIRS2KD groups (Fig. 6*A*, left and right panels). 

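The alphaIRS1KD cells had 291 genes that were higher and 377 that were lower than in both control and alphaIRS2KD cells, at an adjusted p under 0.05 in limma. The transcription factor Nfib rose 4.61-fold over control, from a log2 signal of 6.42 ± 0.04 to 8.63 ± 0.04 (SD, n = 3; log2 fold change 2.21, adjusted p = 8.7e-08), and lay 1.56 above alphaIRS2KD cells. The GDNF family receptor Gfra1 rose 5.31-fold over control (log2 fold change 2.41) and also lay above alphaIRS2KD cells (1.35). B3gat1, a glucuronyltransferase that makes the HNK-1 epitope, rose by 1.93 against control and 1.79 against alphaIRS2KD, and the calsyntenin Clstn1 by 1.93 and 1.62. Smim31, Slc35f1, the engulfment protein Elmo1, the adenylate kinase Ak5 and the tyrosine phosphatase Ptpn14 had log2 fold changes between 1.29 and 2.09 against control. Zdbf2, an imprinted gene, had the lowest log2 fold change of the named genes. Its log2 signal was 10.67 ± 0.05 in control, 5.78 ± 0.26 in alphaIRS1KD and 9.26 ± 0.02 in alphaIRS2KD cells (SD, n = 3), which is 29.8-fold lower in alphaIRS1KD than in control cells (log2 fold change -4.90, SE 0.11, adjusted p = 8.7e-08). The semaphorin receptor Nrp2 had a log2 fold change of -2.19 against control and -2.56 against alphaIRS2KD, the kinase Rps6ka6 -1.96 against each, and the presynaptic adhesion protein Nrxn2 -2.10 and -1.90. Neuritin, Nrn1 (-2.17), the ghrelin receptor Ghsr (-1.89), the natriuretic peptide receptor Npr3 (-1.72) and the adhesion protein Chl1 (-1.30) were also lower than control. The albumin gene Alb was higher than control (1.36), and it was lower than control in alphaIRS2KD cells (-0.66, adjusted p = 0.032). A further 370 genes were higher and 439 lower than in control cells alone, and 89 were higher and 159 lower than in alphaIRS2KD cells alone. Most of the changes were small, since 73.0% of the genes called between alphaIRS1KD and control cells differed by less than 1.5-fold. Both comparisons use the alphaIRS1KD arrays. In the simulated data sets a mean of 135 higher and 136 lower genes had an unadjusted p under 0.05 in both comparisons, against 926 and 1087 here. The counts depend on the threshold, with 118 higher and 182 lower at an adjusted p under 0.01, and on single arrays. The higher genes numbered 189 without control replicate 2, 170, 165 and 171 without alphaIRS1KD replicates 1, 2 and 3, and 186 without alphaIRS2KD replicate 1. The lower genes numbered 231, 240 and 242 without alphaIRS1KD replicates 1, 2 and 3, and 230 and 240 without alphaIRS2KD replicates 1 and 2. Without alphaIRS2KD replicate 3, 239 were higher and 436 lower, of which 222 and 343 were also called with all arrays. From the separation of the arrays by group, the paper proposes that IRS1 and IRS2 each regulate the transcriptome of alpha cells in a distinct way, and it looks among the genes changed in alphaIRS1KD cells against both other groups for the pathway by which IRS1 regulates glucagon secretion.

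**Figure D2:**
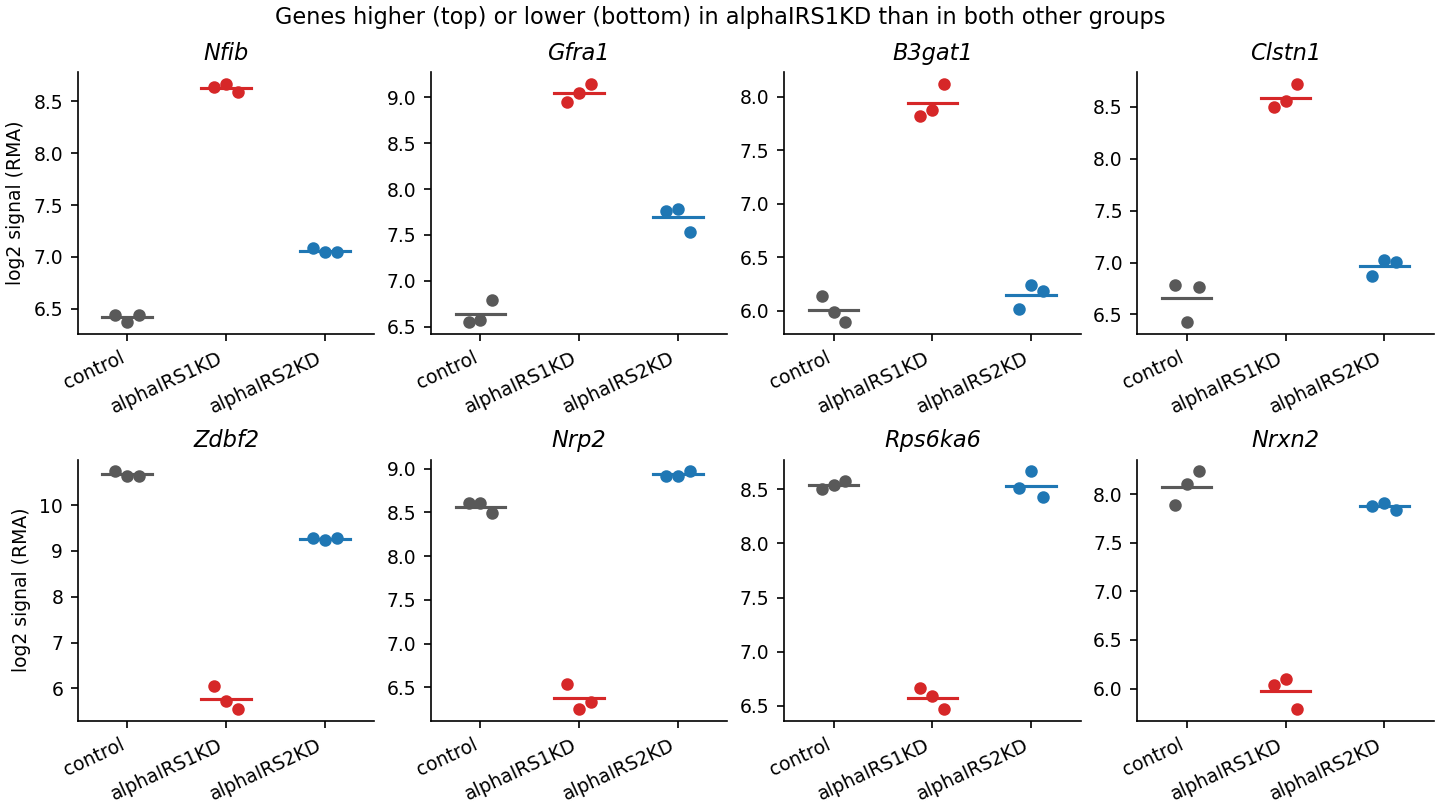
Log2 signal (RMA) on each of the 9 arrays, by group, for 4 genes higher (Nfib, Gfra1, B3gat1 and Clstn1, top) and 4 genes lower (Zdbf2, Nrp2, Rps6ka6 and Nrxn2, bottom) in alphaIRS1KD cells than in both other groups. Points are arrays and bars are group means. In each panel the 3 alphaIRS1KD arrays lie beyond the other 6.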

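Genes of hormone processing and secretory granules were lower in alphaIRS1KD cells, and genes of mitosis were higher. Of 22 measured genes of prohormone processing and granules, a list fixed in advance, 14 were lower and none was higher than in control cells (17 lower when adjusted over the list alone), and 13 were lower than in alphaIRS2KD cells (18 adjusted over the list alone). The granin Chgb had a log2 fold change of -0.78 against control, the granule protein Resp18 -0.75, the CART prohormone Cartpt -0.64, the peptide-amidating enzyme Pam -0.46, the prohormone convertase chaperone Scg5 -0.48 and the peptide-loading protein Tapbp -0.64. The list stood below the other genes as a whole (median -0.35, adjusted p = 5.4e-18 by camera), also with an estimated correlation (adjusted p = 0.024), and its median against alphaIRS2KD was -0.34 (adjusted p = 0.014 with an estimated correlation). In alphaIRS2KD cells the granin-like Vgf (0.46) was higher and Resp18 (-0.27) was lower than in control cells (also adjusted over the list alone). Several of these genes (Cartpt, Pam, Scg5, Tapbp and Tpp1) are ones that the paper took from its pathways on these arrays, so their direction is not independent evidence. Tpp1 had a log2 fold change of -0.24 (adjusted p = 0.081). Without these 5, a check chosen after the data were seen, 10 of 17 genes were lower than in control cells (11 adjusted over the list alone), with a median of -0.30 (adjusted p = 1.8e-12 by camera, adjusted p = 0.015 with an estimated correlation), and 8 were lower than in alphaIRS2KD cells (13 adjusted over the list alone), with a median of -0.31 (adjusted p = 0.0089 with an estimated correlation). Of 40 measured genes of mitosis, 34 were higher than in control cells (38 adjusted over the list alone) and 24 were higher than in alphaIRS2KD cells (39 adjusted over the list alone). The cyclin Ccnb2 (0.57), the mitotic motility receptor Hmmr (0.55) and the kinesins Kif20a (0.52) and Kif2c (0.50) had the largest log2 fold changes against control. The median of the list was 0.37 against control (adjusted p = 3.9e-34 by camera, adjusted p = 0.073 with an estimated correlation). In alphaIRS2KD cells limma called 0 of them (8 higher at an unadjusted p under 0.05, and 8 by the t-test that the paper's statistics section names), with a median of 0.07 (adjusted p = 6.6e-05 by camera, adjusted p = 0.51 with an estimated correlation). In the exocytosis machinery 2 of 34 genes were higher and 4 lower than in control cells (2 and 5 adjusted over the list alone). The GTPase Rab27b (0.49) and the complexin Cplx2 (0.39) were higher, and the synaptotagmin Syt5 (-0.64), the synaptotagmin-like Sytl5 (-0.52), the syntaxin Stx3 (-0.43) and the Rab effector Rph3al (-0.30) were lower. The calls of Cplx2 and Rph3al against control and of Sytl5, Stxbp2 and Snap25 against alphaIRS2KD were lost under some of the alternatives. Snap25, a SNARE protein of granule fusion, had a log2 fold change of -0.23 (adjusted p = 0.076). Of 32 genes that restrain translation, the kinase Eif2ak3 alone was called, with a log2 fold change of -0.56 (also adjusted over the list alone), and Apbb1 had -0.13 (adjusted p = 0.23). Eif2ak3 had the same log2 signal of 8.51 on its 3 alphaIRS2KD arrays, which also lay below its control arrays (8.74 to 8.87). Of 41 translation factors, the initiation factor subunit Eif2s2 alone was called (-0.36, also adjusted over the list alone). The exocytosis list and both translation lists did not stand apart from the other genes in alphaIRS1KD against control cells (adjusted p = 0.19, 0.79 and 0.81 by camera). Against alphaIRS2KD cells the exocytosis list stood below them (median -0.06, adjusted p = 0.0017 by camera, adjusted p = 0.22 with an estimated correlation), with Syt5, Stx3, Sytl5, Stxbp2 and Snap25 lower and none higher (also adjusted over the list alone).

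**Figure D3:**
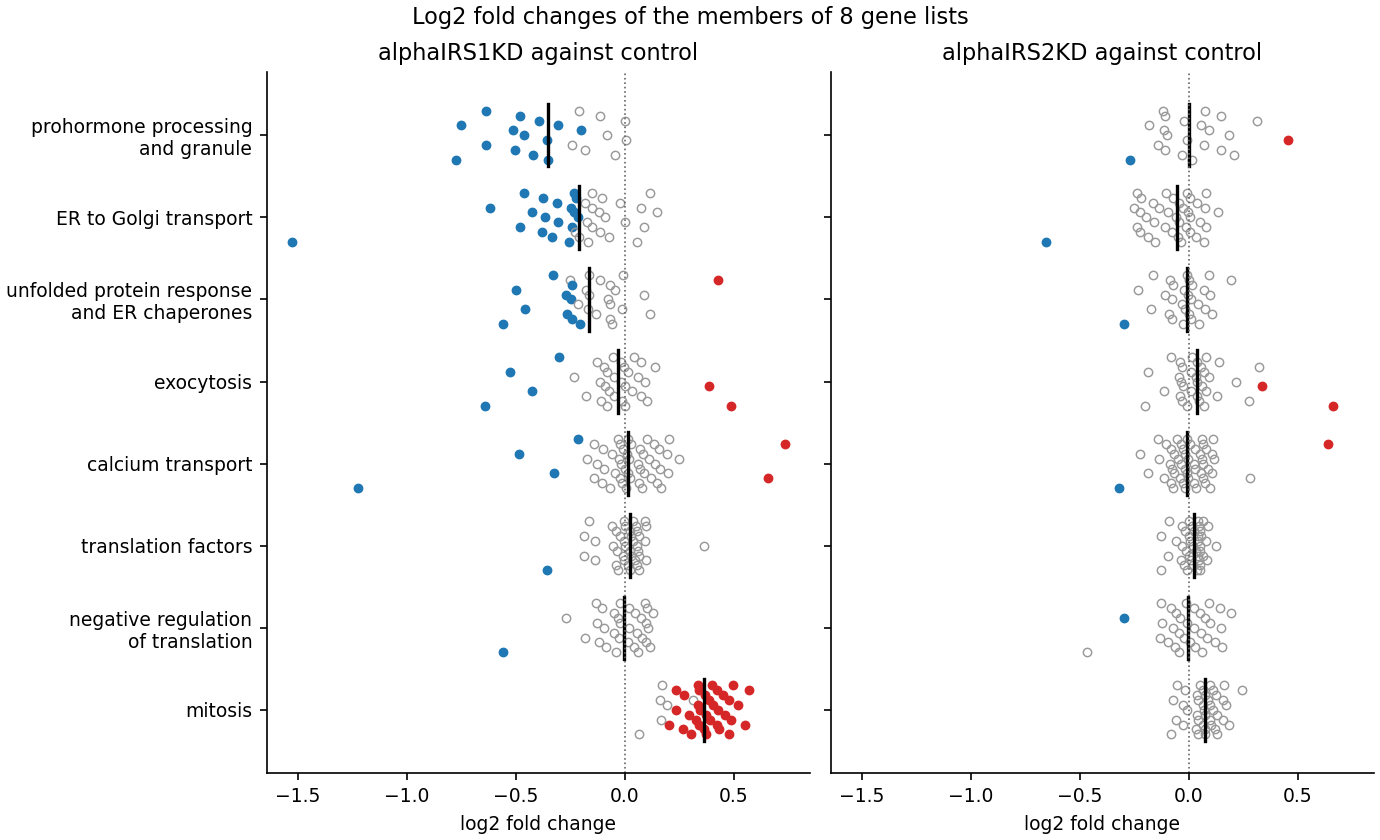
Log2 fold changes of the measured genes of 8 gene lists, for alphaIRS1KD against control (left) and alphaIRS2KD against control (right). Each point is a gene, filled red (higher) or blue (lower) where limma called it at an adjusted p under 0.05 and open otherwise, and black bars are medians. The mitosis list lies to the right of 0 and the prohormone list to the left of 0 in alphaIRS1KD cells, with medians of 0.37 and -0.35.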

Gene set enrichment analyses (Broad Institute) of significantly altered genes in alphaIRS1KD showed the top pathways included peptide metabolic processes, hormone secretion, translation, calcium ion transportation, mitochondrial organization, and mitochondrial function (Fig. 6*B*). To confirm these findings, we stimulated control, alpha IRS1KD, or alpha IRS2KD cells with 100 nM insulin and examined the expression of genes involved in the pathways mentioned above by qRT-PCR (Fig. 6*C*). We examined genes that are involved in metabolic processes (*e.g.*, *Tapbp*, *Pam*, *Tpp1*), hormone secretion (*e.g.*, *Scg5*, *Cartpt*, *Snap25*), negative regulation of translation (*e.g.*, *Eif2ak3*, *Apbb1*), or calcium ion transport (*e.g.*, *Trpc3*, *Cacna2d1*). In alpha IRS1KD cells, *Cartpt* in the hormone secretion pathway and *Trpc3* in the calcium ion transport pathway were significantly decreased compared with control or alpha IRS2KD cells. None of the other genes examined were significantly altered in alpha IRS1KD cells compared with control or alpha IRS2KD cells. Expression of Ano1/TMEM16A, which is a Ca^2+^-activated Cl^−^ channel, was also increased in alphaIRS1KD cells compared with control or alphaIRS2KD cells (Fig. S8, *B* and *C*). 

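Ano1 was higher on every alphaIRS1KD array than on each of the 6 other arrays. Its log2 signal was 4.68 ± 0.31 (SD, n = 3) in control, 6.46 ± 0.17 (SD, n = 3) in alphaIRS1KD and 4.58 ± 0.32 (SD, n = 3) in alphaIRS2KD cells. It was 3.43-fold higher in alphaIRS1KD than in control cells (log2 fold change 1.78, SE 0.19, adjusted p = 6.9e-04 from limma) and 3.69-fold higher than in alphaIRS2KD cells (log2 fold change 1.88, SE 0.19, adjusted p = 8.0e-04). Both reference signals lie below the array medians (5.03 to 5.11), where background can make a fold too small. Between alphaIRS2KD and control cells its log2 fold change was -0.11 (adjusted p = 0.89). Of 36 measured potassium, sodium and chloride channel genes, 2 were higher and 2 were lower in alphaIRS1KD than in control cells (2 and 3 adjusted over the list alone). Beside Ano1 they were its relative Ano6 (0.29), a calcium-activated scramblase and channel, the sodium channel Scn9a (-1.19) and the calcium-activated potassium channel Kcnma1 (-0.25). The call of Kcnma1 rests on the choice of probe, since the mean of its probes gave 0.14. The list did not stand apart from the other genes (median -0.00, mean 0.00, adjusted p = 0.81 by camera). Of 51 measured genes of calcium transport, 2 were higher and 4 were lower (also adjusted over the list alone). The voltage-gated channel subunits Cacna1d (0.74) and Cacna1a (0.66) were higher and Cacnb2 (-1.23) and Cacna2d1 (-0.32) were lower, as were the ryanodine receptor Ryr2 (-0.48) and the plasma membrane calcium pump Atp2b1 (-0.21), whose call was lost under some of the alternatives. The list did not stand apart from the other genes (median 0.02, adjusted p = 0.81 by camera).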

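Most of the stress genes called in alphaIRS1KD cells were lower than in control cells. Of 29 measured genes of the unfolded protein response and ER chaperones, 10 were lower and 1 was higher (15 and 1 adjusted over the list alone). The ER stress sensor kinase Eif2ak3 was among the lower ones, with the ER ubiquitin ligase Syvn1 (log2 fold change -0.50) and the translocon subunit Sec61b (-0.46), and the sensor Ern1 was higher (0.43). The transcription factor Xbp1, which Ern1 activates by splicing, had a log2 fold change of -0.26 (adjusted p = 0.033). The median of the list was -0.17 (adjusted p = 1.2e-07 by camera, adjusted p = 0.15 with an estimated correlation), and 7 of its genes were lower than in alphaIRS2KD cells (13 lower and 1 higher adjusted over the list alone). In that comparison the integrated stress response stood above the other genes instead (median 0.14, adjusted p = 8.2e-05 by camera, adjusted p = 0.58 with an estimated correlation), with 0 genes called by limma (10 higher and 1 lower at an unadjusted p under 0.05, 5 higher by the t-test, and Asns, Nars and Nupr1 higher adjusted over the list alone), and of the NRF2 genes Nqo1 and Gstm1 were higher and none was lower. The integrated stress response had a median of 0.03 in alphaIRS1KD against control cells (adjusted p = 0.76 by camera) and of -0.10 in alphaIRS2KD against control cells, where it stood below the other genes (adjusted p = 8.7e-05), as did the NRF2 list (median -0.11) and the p53 list (-0.13, adjusted p = 6.6e-05 each). None of the 3 held with an estimated correlation (adjusted p = 0.57, 0.46 and 0.46). Called lower in alphaIRS2KD cells were Atf3 and Ddit4, Hmox1 and Gsta4, and Btg2, Ddit4 and Cdkn1a, in the order of the lists (2, 2 and 5 adjusted over the list alone). In alphaIRS1KD against control cells, in the integrated stress response 2 of 29 genes were lower, Atf3 (-0.62) and Ddit4 (-0.56), and none was higher (the same adjusted over the list alone). At an unadjusted p under 0.05 this list had 4 higher and 2 lower genes by limma (8 and 4 by the t-test). Among 18 heat shock genes 1 was higher, the small chaperone Hspb1 (0.27), and the median was -0.06 (1 higher and 1 lower adjusted over the list alone, adjusted p = 0.041 by camera, adjusted p = 0.30 with an estimated correlation). Of 22 genes of the NRF2 oxidative stress response 3 were lower, Hmox1, the glutathione peroxidase Gpx1 (-0.35) and the glutathione transferase Gsta4 (-0.39), and 8 adjusted over the list alone. Of 19 p53 and DNA damage genes 4 were lower, the antiproliferative Btg2 (-1.32), Trp53inp1 (-0.78), Ccng1 (-0.64) and Ddit4, and 5 adjusted over the list alone. These 2 lists had an adjusted p = 0.0014 each by camera, and an adjusted p = 0.30 with an estimated correlation. Of 41 genes that restrain phosphorylation, 2 were higher and 5 were lower in alphaIRS1KD than in control cells (5 and 8 adjusted over the list alone), with a median of -0.00 (adjusted p = 0.81 by camera). The higher ones were the regulatory subunit of protein kinase A Prkar2a (0.51) and the MAP kinase phosphatase Dusp8 (0.32). The lower ones were the phosphatases Dusp6 (-1.19), Dusp16 (-0.57), Dusp1 (-0.35) and Dusp3 (-0.22) and the pseudokinase Trib1 (-0.46). The calls of Sec61b, Xbp1, Hspb1, Dusp8, Dusp1, Dusp3 and Ddit4 in alphaIRS1KD against control, of Atf3, Ddit4, Gsta4 and Cdkn1a in alphaIRS2KD against control and of Nqo1 and Gstm1 between the knockdowns were lost under some of the alternatives. In alphaIRS2KD cells Rgs2 (1.18) and Socs2 (0.69) were higher and Dusp16 (-0.74) and Cdkn1a (-0.58) were lower than in control cells (5 and 5 adjusted over the list alone).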

Pathway analysis revealed that “cellular response to stress” was increased in alphaIRS1KD compared with control and alphaIRS2KD, and “negative regulation of phosphorylation and phosphate metabolic process” was upregulated in alphaIRS1KD cells (Fig. S9). These data support the notion that IRS1 has distinct roles in modulating Ca^2+^ oscillations in alpha cells.

**Figure 6:**
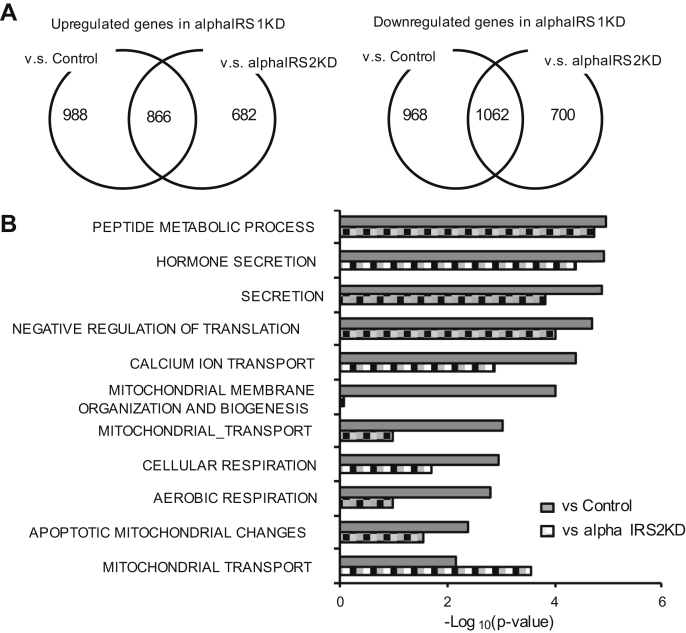

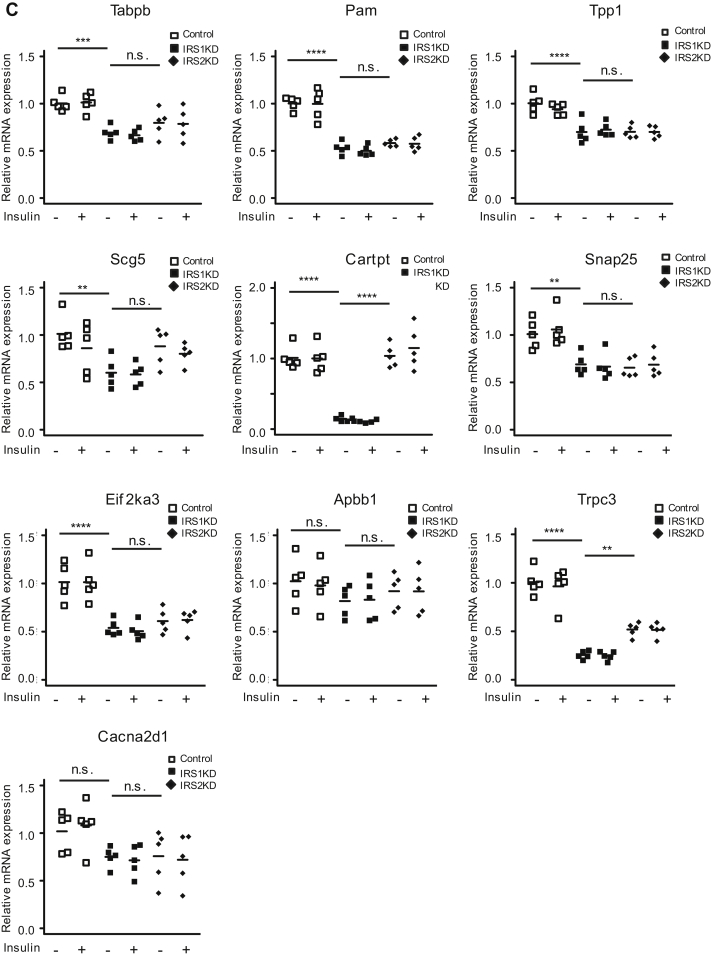
**Microarray analysis of control, alphaIRS1KD, or alphaIRS2KD cells.***A*, shows the number of genes increased/decreased in alphaIRS1KD compared with control and/or alphaIRS2KD cells. *B*, functional analysis of biological pathways that were significantly affected by knockdown. of IRS-1 in alpha cells compared with control or alphaIRS2KD cells (n = 3). *C*, real-time PCR for gene expression in control, alphaIRS1KD, and alphaIRS2KD cells with or without insulin stimulation (n = 5). Cells were starved for 16 h, then stimulated with 100 nM insulin for 6 h. Two-way ANOVA with post hoc Tukey’s test was applied. *Tapbp*: Two-way ANOVA, F = 9.896, *p* = 0.0041(IRS), F = 0.032, *p* = 0.8602 (Insulin), F = 0.021, *p* = 0.8856 (Interaction), *Pam*: Two-way ANOVA, F = 33.816, *p* < 0.0001(IRS), F = 0.060, *p* = 0.809 (Insulin), F = 0.001, *p* = 0.981 (Interaction), *Tpp1*: Two-way ANOVA, F = 34.831, *p* < 0.0001(IRS), F = 0.127, *p* = 0.725(Insulin), F = 0.450, *p* = 0.508 (Interaction), *Scg5*: Two-way ANOVA, F = 0.850, *p* = 0.365(IRS), F = 0.968, *p* = 0.334(Insulin), F = 0.124, *p* = 0.728 (Interaction), *Cartpt*: Two-way ANOVA, F = 0.156, *p* = 0.696(IRS), F = 0.015, *p* = 0.903(Insulin), F = 0.073, *p* = 0.789 (Interaction), *Snap25*: Two-way ANOVA, F = 25.571, *p* < 0.0001(IRS), F = 0.106, *p* = 0.748(Insulin), F = 0.015, *p* = 0.905 (Interaction), *Eif2ak3*: Two-way ANOVA, F = 19.988, *p* = 0.0001(IRS), F = 0.011, *p* = 0.916 (Insulin), F = 0.005, *p* = 0.944 (Interaction), *Apbb1*: Two-way ANOVA, F = 0.750, *p* = 0.005(IRS), F = 0.018, *p* = 0.893(Insulin), F = 0.049, *p* = 0.827 (Interaction), *Trpc3*: Two-way ANOVA, F = 14.723, *p* = 0.0007 (IRS), F = 0.035, *p* = 0.852 (Insulin), F = 0.027, *p* = 0.871 (Interaction), *Cacna2d1*: Two-way ANOVA, F = 9.558, *p* = 0.0047 (IRS), F = 0.002, *p* = 0.962 (Insulin), F = 0.246, *p* = 0.624 (Interaction), n.s. not significant, ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001. alphaIRS1KD, IRS1 knockdown; alphaIRS2KD, IRS2 knockdown.

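No call of a Reactome pathway held with an estimated correlation. Of 693 sets with 15 to 300 measured genes, 70 stood above and 70 below the other genes between alphaIRS1KD and control cells by camera, 31 and 67 between alphaIRS1KD and alphaIRS2KD cells, and 32 and 9 between alphaIRS2KD and control cells. With an estimated correlation 0 sets passed in any of the 3 comparisons. Of the 92 measured genes of mitotic prometaphase, 33 were higher and 1, Sec13, was lower in alphaIRS1KD than in control cells (adjusted p = 3.5e-11, and adjusted p = 0.45 with an estimated correlation). Of 29 measured genes of antigen cross-presentation, 1, H2-Q10, was higher and 9 were lower (median -0.15, adjusted p = 4.0e-08, and adjusted p = 0.34 with an estimated correlation). These 2 sets were picked for their small p. Of the sets fixed in advance with at least 80% of their members measured, 3 stood below the other genes in alphaIRS1KD against control cells. They were the TCA cycle with respiratory electron transport (123 measured genes, median -0.06, adjusted p = 2.3e-04, and adjusted p = 0.50 with an estimated correlation), mitochondrial translation (79 measured genes, median -0.04, adjusted p = 0.0046, and adjusted p = 0.66 with an estimated correlation) and cholesterol biosynthesis (20 measured genes, median -0.11, adjusted p = 0.026, and adjusted p = 0.77 with an estimated correlation). They did so against alphaIRS2KD cells as well (adjusted p = 0.020, 0.015 and 0.024, and adjusted p = 0.86 each with an estimated correlation). In alphaIRS2KD cells axon guidance stood above the other genes (median 0.02, adjusted p = 0.028, and adjusted p = 0.36 with an estimated correlation). The 44 measured genes of peptide hormone metabolism (adjusted p = 0.41) and the 102 of signaling by the insulin receptor (adjusted p = 0.47) did not stand apart from the other genes. The Reactome sets of translation (56.2% of members measured), peptide chain elongation (46.9%), cellular responses to stress (76.4%), respiratory electron transport (75%) and glucagon signaling (78.4%) were not relied on, since less than 80% of their members were measured. They still count among the 693 sets above. Respiratory electron transport is among the 70 that stood below in alphaIRS1KD against control cells (adjusted p = 1.9e-05 by camera, and adjusted p = 0.41 with an estimated correlation). Cellular responses to stress did not stand apart in that comparison. Of its 188 measured genes 8 were higher and 11 were lower (median 0.01, adjusted p = 0.98 by camera). The gene ontology sets named in the figure were not analysed here.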

To define potential mechanisms that regulate glucagon mRNA expression downstream of the IR-IRS1 axis, we analyzed transcription factor binding sites to identify significantly upregulated or downregulated (<50%) genes within 1 kbp of the promoter region of the glucagon gene. 

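Foxp2, a forkhead transcription factor, was higher in alphaIRS1KD cells than in both other groups. Its log2 signal was 4.77 ± 0.04 (SD, n = 3) in control, 6.55 ± 0.11 (SD, n = 3) in alphaIRS1KD and 5.50 ± 0.07 (SD, n = 3) in alphaIRS2KD cells. Its log2 fold change was 1.78 against control, where its signal was low (SE 0.07, adjusted p = 2.0e-06 from limma) and it was 2.07-fold higher than in alphaIRS2KD cells (adjusted p = 8.4e-05), and it was also higher in alphaIRS2KD than in control cells (0.73, adjusted p = 0.0010). Foxj2, another forkhead factor, had a log2 signal of 8.01 ± 0.12 in control and 8.36 ± 0.06 in alphaIRS1KD cells (SD, n = 3), a log2 fold change of 0.35 (adjusted p = 0.022), and of 0.19 against alphaIRS2KD cells (adjusted p = 0.25). Its call against control was lost with the mean of its probes (log2 fold change 0.18, adjusted p = 0.36) and without 4 of the arrays left out in turn. The homeobox factor Hoxd13 had a low log2 signal of 4.16 ± 0.11 in control, 4.52 ± 0.20 in alphaIRS1KD and 4.49 ± 0.12 in alphaIRS2KD cells (SD, n = 3). Its log2 fold change in alphaIRS1KD cells was 0.36 (adjusted p = 0.10) against control and 0.03 (adjusted p = 0.94) against alphaIRS2KD. The glucagon transcript, Gcg, had a log2 signal of 13.24 ± 0.01 in control, 13.21 ± 0.00 in alphaIRS1KD and 13.21 ± 0.00 in alphaIRS2KD cells (SD, n = 3), with a log2 fold change of -0.04 (SE 0.04, adjusted p = 0.74) in alphaIRS1KD cells. Gcg ranked between 10 and 14 from the brightest gene on each array, close to the brightest signals of 13.53 to 13.61, so that a change can be hidden. It had the same signal on its 3 alphaIRS2KD arrays. Such ties are common here, since each pair of replicates shared between 1712 and 2434 identical values among 41345 probes.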

We identified Foxp2, Hoxd13, and Foxj2 as candidate factors for regulation of glucagon transcription through IRS1. 

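Of 27 measured genes of the mTOR, S6K and 4EBP families, 1 was higher and 4 were lower in alphaIRS1KD than in control cells (2 and 6 adjusted over the list alone), where 2.98% of all genes were higher and 3.68% lower. The GTPase Rragb, which relays amino acids to mTORC1, was higher (log2 fold change 0.35). The AMP-activated kinase subunit Prkaa2 was lower (-0.53, adjusted p = 0.010 from limma), and it was lower against alphaIRS2KD cells as well (-0.89). The mTOR inhibitor Deptor (-0.31), the sestrin Sesn3 (-0.32) and Ddit4, which restrains mTORC1, were the other 3 lower genes. Mtor itself had a log2 fold change of -0.05 (adjusted p = 0.66) and the cap-binding protein Eif4e one of -0.00 (adjusted p = 1.0). The S6 kinase gene Rps6kb1 and the scaffold gene Eif4g1 were not analysed here. The list as a whole did not move in 1 direction (median 0.00, mean -0.03, adjusted p = 0.79 by camera). Of 29 genes of insulin signaling, Inppl1 (0.45), a phosphatase of PI3K lipids, and the PI3K regulatory subunit Pik3r1 (0.21) were higher and Irs1 was lower than in control cells (4 and 1 adjusted over the list alone, adjusted p = 0.26 by camera). The calls of Deptor and Pik3r1 were lost under some of the alternatives. The insulin receptor Insr had a log2 fold change of 0.06 (adjusted p = 0.57), Akt1 0.19 (adjusted p = 0.091) and Akt2 0.03 (adjusted p = 0.82).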

Further analyses of the microarray data pointed to alternative mechanisms that are regulated by IRS1 including genes linked with the mTOR, S6K, and 4EBP families. 

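Among the genes that the paper lists for these pathways, chosen on these arrays and so no independent evidence of direction, some passed the test in alphaIRS1KD cells and others did not. The stress-activated MAP kinase Mapk11 had a log2 fold change of 1.19 in alphaIRS1KD against control cells (SE 0.09, adjusted p = 7.4e-05 from limma) and 0.71 against alphaIRS2KD cells (adjusted p = 0.0022). The adaptor Grap2 was higher than in control (1.06, adjusted p = 3.9e-04) and alphaIRS2KD cells (1.25), and in alphaIRS2KD against control its log2 fold change was -0.19 (adjusted p = 0.56). The cholesterol transporter Abca1 was higher than in control cells by 0.41 (adjusted p = 7.5e-04) and than in alphaIRS2KD cells by 0.22 (adjusted p = 0.026). The skeletal muscle actin Acta1 was higher than in control cells (0.36, adjusted p = 0.016) and had a log2 fold change of 0.24 against alphaIRS2KD cells (adjusted p = 0.11). The orphan nuclear receptor Nr4a1 (0.37, adjusted p = 0.12), Ets1 (0.33, adjusted p = 0.15) and Stat5a (0.31, adjusted p = 0.061) did not pass the test against control.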

The selected pathways and representative transcription factors associated with these candidates are shown in Fig. S10 and include CXCR3, NFAT, angiopoietin receptor, and RXR–VDR pathways. Analysis of these candidate transcription factors is warranted to investigate their relevance in mediating the direct effects of IRS1 on alpha-cell biology.

### Mitochondrial function is suppressed in alphaIRS1KD cells

In addition to the changes in Ca^2+^ dynamics, bioinformatics analysis of microarrays revealed alterations in pathways that modulate mitochondrial function (Fig. 6*B*). This observation gains significance in the context of reports that insulin and other growth hormone signaling pathways directly impact cellular biology by regulating mitochondrial function (37, 38). Indeed, evaluation of mitochondrial function in alphaIRS1KD cells showed reduced electron leak, lower ATP synthesis, and blunted basal or maximal respiration compared with control cells (Fig. 7*A*, upper panels, and 7C). In contrast, alphaIRS2KD cells showed no significant differences in these mitochondrial function parameters compared with controls (Fig. 7, *A* and *C*). 

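In alphaIRS1KD cells a minority of the nuclear genes for respiratory complex subunits was lower than in control cells, and none was higher. Of 75 measured nuclear genes for subunits of the respiratory complexes and ATP synthase, 9 were lower, and the log2 fold changes ran from -0.55 to 0.18 with a median of -0.10. In complex I, 6 of 33 genes were lower (8 adjusted over the list alone), led by Ndufa1 (-0.55, adjusted p = 5.9e-04 from limma), Ndufa7 (-0.37), Ndufa2 (-0.34) and Ndufb3 (-0.32). In ATP synthase, 3 of 17 were lower (5 adjusted over the list alone), Atp5l (-0.52), Atp5k (-0.33) and Atp5md (-0.25), all small subunits of its membrane part. In complexes II, III and IV limma called 0 of 25 (4 lower adjusted over the list alone, 7 lower at an unadjusted p under 0.05, and 8 lower by the t-test). Atp5a1, the gene for ATP synthase subunit alpha, had a log2 signal of 12.00 in control and 11.99 in alphaIRS1KD cells (adjusted p = 0.95). Uqcrc2 of complex III had a log2 fold change of -0.01 (adjusted p = 0.95) and Sdhb of complex II one of -0.05 (adjusted p = 0.71). The medians of the 3 groups were -0.11, -0.06 and -0.07 for complex I, complexes II to IV and ATP synthase. They stood below the other genes by camera (adjusted p = 1.0e-06, 0.0013 and 5.7e-04), and none held with an estimated correlation (adjusted p = 0.14, 0.30 and 0.16). In alphaIRS2KD cells limma called 0 of the 75 genes (7 lower at an unadjusted p under 0.05, and 9 lower by the t-test), with a median of -0.06 over all of them and of -0.07 in complex I (adjusted p = 0.0084 by camera, adjusted p = 0.51 with an estimated correlation). Between the knockdown lines complex I had a median of -0.05 (adjusted p = 0.0018 by camera, adjusted p = 0.40 with an estimated correlation). Of 10 genes of the mitochondrial genome limma called 0, with a median of -0.01 and 0 at an unadjusted p under 0.05 by limma or the t-test. In the TCA cycle the succinyl-CoA ligase subunit Suclg2 (0.45) was higher, the only 1 of 21 (also adjusted over the list alone). Of 35 genes of mitochondrial biogenesis, dynamics and import limma called 0 (1 higher and 2 lower at an unadjusted p under 0.05, 1 and 4 by the t-test). The calls of Ndufa2, Atp5md and Suclg2 were lost under some of the alternatives. The coactivator Ppargc1a had a log2 fold change of -0.12 (adjusted p = 0.39).

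**Figure D4:**
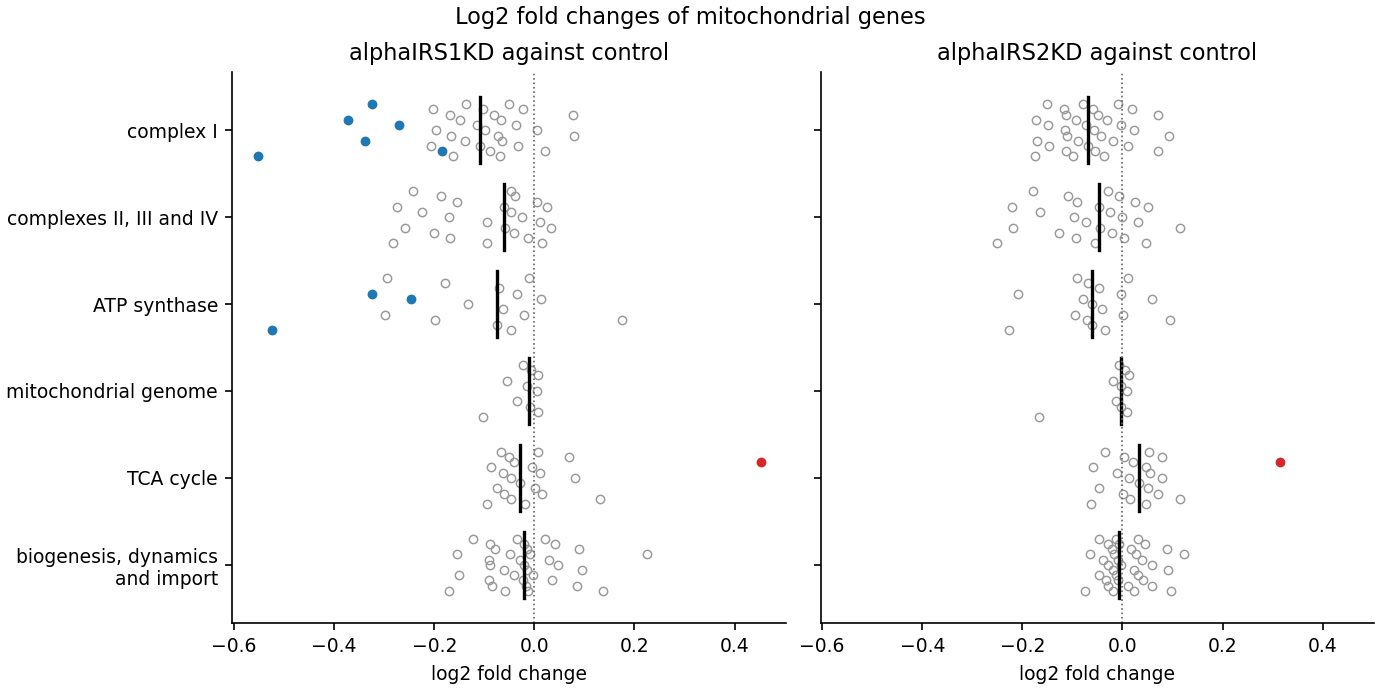
Log2 fold changes of the measured genes of 6 mitochondrial gene lists, for alphaIRS1KD against control (left) and alphaIRS2KD against control (right). Each point is a gene, filled red (higher) or blue (lower) where limma called it at an adjusted p under 0.05 and open otherwise, and black bars are medians. The 6 called complex I genes and 3 called ATP synthase genes lie left of 0 in alphaIRS1KD cells.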

Western blotting confirmed the reduced expression of the mitochondrial oxidative phosphorylation (OxPhos) proteins, namely ATP synthase subunit alpha (ATP5A, complex V) and ubiquinol-cytochrome c reductase core protein II (UQCR2, Complex III) in alphaIRS1KD cells (Fig. 7*B*).

**Figure 7:**
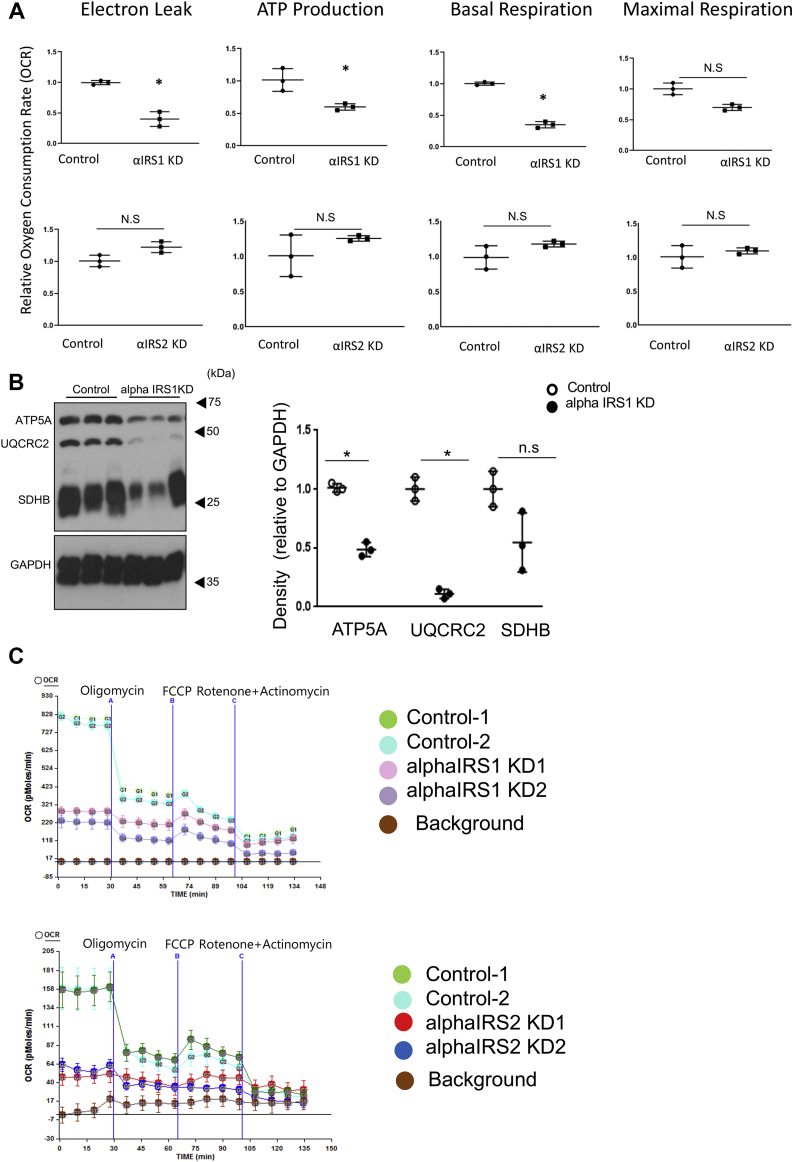
**IRS1 deficiency suppresses mitochondrial function in alpha cells.***A*, electron leak, ATP synthesis, basal respiration, and maximal respiration displayed as a ratio of oxygen consumption rate between control and alphaIRS1KD cells or alphaIRS2KD cells (n = 5–10), measured by the Seahorse XF24 analyzer. *B*, Western blotting for oxidative phosphorylation (OXPHOS) proteins, including ATP synthase subunit alpha (ATP5A, complex V), ubiquinol-cytochrome c reductase core protein II (UQCR2, Complex III), and succinate dehydrogenase iron-sulfur subunit, mitochondrial (SDHB, complex II) in control and alphaIRS1KD cells. (n = 3). Data are expressed as. means ± SD. ∗*p* < 0.05. *A* and *B*, were analyzed with an unpaired two-tailed Student *t* test. *C*, sea horse analyses of control, alphaIRS1KD cells, and alphaIRS2KD cells. alphaIRS1KD, IRS1 knockdown; alphaIRS2KD, IRS2 knockdown; IRS1, insulin receptor substrate 1.

## Discussion

The factors that regulate alpha cell biology continue to be of great scientific interest to allow better therapeutic targeting in diabetes. We have previously provided direct genetic evidence to implicate insulin action in alpha cells to suppress glucagon secretion *in vivo* (20, 22) consistent with studies reporting a role for insulin in regulating alpha cell biology *in vivo* [reviewed in (39)]. Although blockade of IRS1 in rat “whole” islets leads to impaired glucose-induced lowering of glucagon secretion (40), the presence of other cell types in whole islets does not exclude mechanisms that are independent of IRS1 in alpha cells (41). However, our study using complementary *in vitro*, *in vivo*, and *ex vivo* models circumvents these limitations and points to a direct role of IRS1 in the regulation of glucagon secretion. We report that IRS1 and IRS2, critical downstream proteins in the insulin/IGF-1 signaling pathway, exhibit distinct roles in regulating alpha cell biology. AlphaIRS1KOs partially recapitulated the phenotype of alpha cell-specific insulin receptor knockout (alphaIRKO) mice by exhibiting impaired glucose tolerance due to altered glucagon secretion after glucose administration (20). Because fasting or high fat diet can also modify the kinetics of glucagon *in vivo* (42), a decline in glucagon clearance in alphaIRS1KO may contribute to a delay in the suppression of circulating glucagon levels. Interestingly, neither alphaIRS1KO nor alphaIRS2KO mice showed significant alterations in alpha cell or beta cell areas compared with controls at 6 months of age. The lack of significant differences in proliferation indicate that the insulin receptor substrates are unlikely to directly regulate alpha cell proliferation in contrast to their role in β-cells (43, 44). It is notable that glucagon receptor KO mice demonstrate a significant increase in alpha cell mass (4), pointing to a role for glucagon receptor signaling in alpha cell proliferation.

We have previously reported that insulin negatively regulates glucagon gene transcription (20). In the current manuscript, the *in vitro* model (*i.e.*, alpha TC6 cells) showed that a lack of IRS1, but not IRS2, alters glucagon transcription in response to exogenous insulin. In the *ex vivo* model (*i.e.*, isolated mouse islets) islets from alphaIRS1KO mice showed a significantly smaller suppression than control islets. Further studies are warranted to investigate the molecular mechanisms of transcriptional regulation in the latter which may be differentially impacted by intra-islet paracrine regulation and/or systemic factors. Because the decrease in glucagon secretion was observed in the absence of IRS1, we also studied the expression level of prohormone convertase 2 (PC2) which is involved in processing proglucagon into glucagon. As shown in Fig. S2, there was no change in PC2 expression between control and alpha IRS1KO mice, suggesting that an impaired proglucagon processing is not the dominant cause of the phenotype. In contrast to a role for AKT phosphorylation in the suppression of glucagon in IRKO alpha cells (20, 45), we noted that both alphaIRS1KD and alphaIRS2KD cells showed reduced phosphorylation of AKT. We also observed a reduced phosphorylation of S6K in both cell lines. These results indicate that the two substrate proteins are linked to different signaling proteins that can in turn activate downstream effects. For example, in addition to the AKT and/or mTOR signaling pathway, the PASK/AMPKalpha2 pathway can also independently participate in insulin receptor substrate-mediated regulation of glucagon release (46). Meanwhile, the marked decrease in glucagon secretion, glucagon gene expression, mitochondrial function, as well as *Trpc3* and *Cartpt* gene expression in alphaIRS1KD cells even in the absence of insulin point to an insulin-independent pathway and requires a careful assessment of the ligands that can regulate this insulin receptor substrate.

The reduced glucagon expression observed in the basal state in alphaIRS1KD cells was similar to the observation in XBP1 knock down alpha cells (alpha XBP1KD). The lack of suppression of glucagon gene expression after insulin stimulation in alpha XBP1KD cells was associated with incomplete exclusion of Forkhead/winged helix box gene, group O-1 from the nucleus (22). The markedly reduced phosphorylation of IRS1 in alpha XBP1KD cells suggests that a pathway common to these two proteins is involved in the regulation of glucagon gene expression and warrants further investigation. In contrast to the findings in alphaIRS1KD cells, alphaIRS2KD cells demonstrated normal glucagon gene expression and secretion. Interestingly, despite normal glucagon secretion at 2 months of age alphaIRS2KO mice displayed slightly reduced body weights, insulin resistance, and reduced AKT phosphorylation in response to insulin. The systemic effects in alphaIRS2KO mice might involve pathways independent of regulation *via* AKT phosphorylation. A recent study reported that liver, muscle, and adipocytes from global IRS1KO mice show altered microRNA expression patterns leading to increased IRS2 transcription (47). Thus, the effects of manipulating IRS2 action in alpha cells on the regulation of whole-body metabolism require further study.

The effect of absent IRS1 on glucagon expression was confirmed by a skewed distribution of glucagon mRNA in alphaIRS1KD cells by polysome profiling. In this context, it is notable that IRS1 forms high molecular mass complexes that include proteins related to regulation of protein translation such as EIF4G, EIF4E, and PABP (48). Because the binding of IRS1 was independent of tyrosine phosphorylation (48), the data suggest that IRS1 itself regulates translation of proteins independent of insulin stimulation. Our data also suggest that translation of glucagon is regulated *via* IRS1, and not IRS2, and is independent of the AKT pathway. One possibility is that a reduction in IRS1 affects the stability of the ribosome complex and subsequently alters translation of global proteins, including the hormone glucagon in alpha cells.

A notable finding is that Ca^2+^ flux was different in alphaIRS1KD cells. In alpha cells, the presence of low glucose concentration induces Ca^2+^ oscillations *via* action potentials mediated by voltage-dependent K^+^ channels. At high glucose concentrations, an increased ATP/ADP ratio blocks the K_ATP_ channel, depolarizes the membrane potential, and inactivates the ion channels involved in action potentials (49). We have previously reported that alpha cells with a knockdown of XBP1, which suppressed insulin signaling *via* the IRE1 alpha JNK pathway, demonstrated dysregulation of Ca^2+^ oscillations (22). This current study implicates IRS1 in suppressing Ca^2+^ oscillations at high glucose concentrations in alpha cells, whereas lack of IRS2 does not directly impact Ca^2+^ oscillations. In beta cells, IRS1/2–phosphatidyl 3-kinase signaling is involved in releasing intracellular Ca^2+^ *via* interactions with the ER (50). The finding that both alphaIRS1KD cells and alphaIRS2 KD cells showed lower Ca^2+^ spikes at 1 mM glucose compared with control cells implies similar signaling pathways are operative in beta cells that affect Ca^2+^ levels in alpha cells. We also reported that a lack of IRS1 in β-cells affected Ca^2+^ flux by reducing sarcoplasmic endoplasmic reticulum Ca^2+^-ATPase (SERCA) expression (29). The absence of changes in SERCA expression in alphaIRS1KD cells in our microarray analysis suggests the alterations in Ca^2+^ flux is likely modulated by channels on the plasma membrane to regulate extracellular Ca^2+^ influx. 

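The 3 SERCA genes, which encode the calcium pumps of the ER, had log2 fold changes between 0.00 and 0.16 in alphaIRS1KD against control cells, and limma called 0 of them (0 also at an unadjusted p under 0.05, by limma or the t-test). Atp2a2, the brightest, had a log2 signal of 11.49 in control, 11.50 in alphaIRS1KD and 11.48 in alphaIRS2KD cells. Its log2 fold change in alphaIRS1KD cells was 0.00 (SE 0.04, adjusted p = 0.99). Atp2a3 had a log2 fold change of 0.13 (SE 0.18, adjusted p = 0.78) and Atp2a1 one of 0.16 (SE 0.10, adjusted p = 0.45), both at log2 signals near 5, among the dimmer genes.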

Considering deletion of the *Trpc3* gene has been reported to reduced Ca influx (51), it is possible that a significant decrease in its expression in alpha IRS1KD cells contributes to the dysregulation of Ca^2+^ oscillations in alpha IRS1KD cells. The alterations in *Cartpt* expression in alpha IRS1KD warrants further studies to dissect the link between the insulin signaling pathway and hormone secretion in alpha cells (52). It will also be worth examining whether the increased expression of Ano1/TMEM16A in alphaIRS1KD cells, as evident in the microarray analyses, is involved in glucagon secretion given their role in glucose stimulated insulin secretion in beta cells (53).

Alpha cell secretory function has been reported to be linked to mitochondrial function (54); however, this association has not been fully investigated in the context of the insulin/IGF-1 signaling pathway. Our studies indicate that alpha cells lacking IRS1 exhibit decreased mitochondrial function including basal respiration rate, maximal respiration rate, and ATP synthesis, that is complemented by a reduction in expression of OXPHOS proteins. Indeed, ATP synthesis is necessary to close K_ATP_ channels regulating alpha cell membrane potential when glucose levels are high (49). Thus, the decreased ATP production in alphaIRS1KD cells could lead to inadequate suppression of glucagon secretion. A previous study has suggested distinct effects of IRS proteins on mitochondrial function in cardiomyocytes (55), and the authors reported that IRS2-kockout cardiomyocytes showed decreased PGC1alpha and imply a tissue-dependent role for IRS proteins in regulating mitochondrial function. A recent report suggested that the change in mitochondrial function in alpha cells can exacerbate glucose homeostasis through uninhibited insulin secretion because of impaired glucagon signaling (56). Knockdown of IRS1 in alpha cells also demonstrated mitochondrial dysfunction in this study, and there continues to be considerable interest in elucidating the significance of mitochondrial dysregulation in alpha cell metabolism.

In summary, we report that IRS1 plays a distinct role in glucagon secretion in alpha cells by modulating protein translation, mitochondrial function, and Ca^2+^ oscillation. These studies suggest that altering proteins in the insulin/IGF1 signaling pathway have implications for regulating glucagon secretion in pathophysiological states.

## Experimental procedures

### Mouse breeding and physiological experiments

All protocols were approved by the Brandeis University Institutional Animal Care and Use Committee. Mice were maintained on a 12-h light/dark cycle at the Foster Biomedical Research Laboratory of the Brandeis University in Waltham, Massachusetts. The IRS1-floxed mice (57), IRS2-floxed mice (58), and glucagon-Cre mice (59, 60) were intercrossed to generate alpha cell-specific IRS1 knockout (alphaIRS1KO) mice and alpha cell-specific IRS2 knockout (alphaIRS2KO) mice. Knockout efficiency of the Gcg-Cre mouse was confirmed in our former publication (22).The alphaIRS1KO, alphaIRS2KO, and their corresponding littermate control floxed mice were maintained on a C57/BL6 and 129 Sv mixed genetic background. Initial studies revealed that male and female mice showed similar phenotypes, and we undertook detailed experiments only in male mice (15–21 weeks old). Blood glucose was measured with a Glucometer (Contour, Bayer). Plasma insulin was monitored by ELISA (Crystal Chem), plasma glucagon by radioimmunoassay (Linco) and ELISA (Mercodia Inc), and plasma glucagon-like-peptide 1 by ELISA (Linco). Glucose and insulin tolerance tests were performed as described previously (20, 22, 27).

### *Ex vivo* studies of isolated islets

Mouse islets were isolated from control, alphaIRS1KO, and alphaIRS2KO mouse with 12 to 15 weeks old according to our previous protocol (22). Ten and forty size-matched islets were used for secretion assay and qRT-PCR, respectively.

For glucagon secretion assay, islets were preincubated in Krebs-Ringer buffer (KRB) supplemented with 3.3 mmol/l glucose for 1 h followed by the incubation in 1 ml KRB with 16.7 mmol/l glucose supplemented with 100 nM insulin for 1 h at 37 °C. Aliquots were stored at −80 °C until the measurement of glucagon. Glucagon was measured by ELISA, as described above. Glucagon secretion was normalized by glucagon content in digested islets.

For qRT-PCR, islets were incubated in KRB buffer with 3.3 mmol/l or 16.7 mmol/l glucose supplemented with or without 100 nM insulin for 24 h at 37 °C. After the incubation, samples were centrifuged in 1500 rpm for 5 min followed by the discard of the aliquots. Pellets were kept frozen in −80 °C until RNA extraction.

### Immunohistological analysis

Mice were anesthetized, and the pancreas was rapidly dissected, fixed with Z-Fix (Anatech), and embedded in paraffin. Paraffin sections were immunostained for insulin (Abcam), glucagon (Sigma-Aldrich), and somatostatin (Abcam). Photomicrographs were obtained with a charge-coupled device camera, and the beta-cell, alpha cell, and total pancreatic areas were estimated using ImageJ software (NIH).

### BrdU incorporation assay

BrdU labeling kits were obtained from Abcam. We measured BrdU incorporation to assess cell proliferation according to the manufacture’s protocol. Briefly, cells were cultured in the presence of BrdU followed by incubation with anti-BrdU antibody after fixation. Cells were incubated with horseradish peroxidase conjugate antibody. Chemiluminescent substrate was added, and luminescence was measured by luminometer. Results were shown in relative light units.

### Cell culture

Alpha TC6 cells were cultured with RPMI 1640 medium with 10% fetal bovine serum, and experiments were performed using 80 to 90% confluent cells. Alpha TC6 cells were infected with a lentivirus having small hairpin RNA (shRNA) for nonsilencing control, IRS1, or IRS2 to generate stable cell lines *via* puromycin selection as previously described (22). Lentiviral vector plasmids for murine IRS1 and IRS2 shRNA and control nonsilencing shRNA were purchased from Open Biosystems.

### SDS-PAGE and Western blotting

Cells were lysed for Western blotting analysis with radioimmunoprecipitation buffer as reported previously (28). Total protein concentration was determined using a bicinchonic acid assay (Pierce). Samples were resuspended in reducing SDS-PAGE sample buffer, boiled, and resolved by SDS-PAGE. Proteins were subsequently transferred onto polyvinylidene difluoride membranes, treated with blocking buffer (Thermo Scientific), and incubated with primary antibodies overnight at 4 °C. Beta-actin, GAPDH, pAKT (pT308), pAKT (pS473), total AKT, and IRS2 antibodies were from Cell Signaling. pIR (pY972) and pIRS1 (pY896) antibodies were from Invitrogen. Phospho-tyrosine antibody was from SantaCruz. IRS1 antibody was from Millipore. Total OXPHOS Rodent WB Antibody Cocktail was from Abcam.

### Immunoprecipitation

Cells were lysed with radioimmunoprecipitation buffer. The lysate was centrifuged at 12,000 rpm for 30 min at 4 °C. Supernatant was collected and rotated overnight with beads (Clontech) at 4 °C. Beads were washed three times with TBS. Proteins were eluted into SDS sample buffer by heating for 10 min at 95 °C. Proteins were resolved on SDS-PAGE and detected by immunoblotting.

### Real-time PCR

RNA was extracted from cells using RNeasy Mini Kit (QIAGEN), and 1 mg RNA was used for a reverse transcription step using the high-capacity cDNA Archive Kit (Applied Biosystems). cDNA was analyzed and amplified using the ABI 7900HT system (Applied Biosystems). TATA-binding protein was used as an internal control. Primers for glucagon: 5′-TGAATTTGAGAGGCATGCTG-3′ and 5′-TGGTGCTCATCTCGTCAGAG-3′. Primers for TATA-binding protein: 5′-ACCCTTCACCAATGACTC CTATG-3′ and 5′-ATGATGACTGCAGCAA ATCGC-3′. Primers for Figure 6*C* is listed in Fig. S11.

### Polyribosomal profiling experiments

Polyribosomal profiling was performed as previously described with modifications (28, 61). Briefly, after incubation with 100 μg/ml cycloheximide (CHX) for 10 min at 37 °C, cells were washed in ice-cold PBS containing CHX (50 μg/ml), and lysed in 300 μl polysome buffer (200 mM KCl, 20 mM Tris HCl [pH 7.4], 10 mM MgCl2, 1% Triton-X, 50 U/ml RNasin [Promega], 100 μg/ml CHX). The cell lysates were homogenized using a 23-gauge needle and incubated on ice for 10 min followed by centrifugation at 13,000*g* for 10 min at 4 C. Supernatant was layered onto a 10 to 50% sucrose gradient solution containing 20 mM Tris HCl (pH 7.4), 10 mM MgCl2, 200 mM KCl, and 50 μg/ml CHX. The sucrose gradients were subjected to centrifugation at 4 °C in a Beckman SW-41Ti rotor at 39,000 rpm for 2 h. A piston gradient fractionator (BioComp Instruments) was used to fractionate the gradients and absorbance of RNA at 254 nm was recorded using an on-line UV monitor.

### Measurements of cytoplasmic Ca^2+^ concentrations

Cells on coverslips were incubated for 40 min with 2 mmol/l Fura-2 acetoxymethyl ester at 37 °C and washed by KRB with 0.5 mmol/l glucose. Cells on coverslips were incubated for 30 min with 2 mol/l Fura-2 acetoxymethyl ester (Molecular Probes) at 37 °C in RPMI 1640 media. Coverslips containing the fura-2 loaded islets or cells were placed in a coverslip holder with a capacity of 300 l, and experiments were performed in KRB.

Excitation of fura-2 was accomplished using an Xe lamp with sequential excitation at 340 and 380 nm. Fluorescence emission was collected and stored using DM3000 M data acquisition software (Instruments SA) for quantification of Ca^2+^ concentration as described earlier (29).

### Oxygen consumption assay and bioenergetics analysis

Cells were seeded in XF 24-well cell culture microplates (Seahorse Bioscience) 1 day before analysis at 5.0 × 10^4^ cells/well. Oxygen consumption of cell lines was analyzed using the XF24 Extracellular Flux Analyzer (Seahorse Bioscience). A bioenergetics including basal mitochondrial respiration, ATP synthesis, electron leak, mitochondrial respiratory capacity, and nonmitochondrial respiration was measured with oligomycin (10 μM), carbonyl cyanide p-trifluoromethoxyphenylhydrazone (1 μM), and rotenone (5 μM) which were sequentially added in wells according to the manufacture’s protocol.

### Microarray

The samples from all the conditions (control, alphaIRS1KD, and alphaIRS2KD) were examined in triplicate. The samples were processed following the Affymetrix GeneChip WT Plus Reagent Kit (cat # 703174) followed by the Affymetrix GeneChip WT Terminal Labeling and Hybridization (cat # 702808) onto Affymetrix Mouse Gene 2.0ST arrays. The arrays were washed and stained on Fluidics Stations 450 using the Affymetrix Hybe/Wash/Stain (cat # 900720). The arrays were scanned on GeneChip Scanner 3000 7G.

### Overexpression model of IRS1

The adenovirus vector expressing IRS1 was kindly provided by G. L. King MD (Joslin Diabetes Center) (33). For infection with adenovirus vector, it was transfected by multiplicity of infection of 5.

### Statistical analysis

All data are expressed as means ± SD and were analyzed with an unpaired two-tailed Student *t* test or ANOVA and post hoc tests. Differences were considered significant at *p* < 0.05.

## Data availability

The microarray data were deposited in Gene Expression Omnibus (accession number: GSE130329). All the other data are contained within this manuscript.

## Supporting information

This article contains supporting information.

## Conflicts of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] D'Alessio D. (2011). The role of dysregulated glucagon secretion in type 2 diabetes. Diabetes Obes. Metab..

[2] Unger R.H., Cherrington A.D. (2012). Glucagonocentric restructuring of diabetes: A pathophysiologic and therapeutic makeover. J. Clin. Invest..

[3] Campbell J.E., Drucker D.J. (2015). Islet alpha cells and glucagon--critical regulators of energy homeostasis. Nat. Rev. Endocrinol..

[4] Gelling R.W., Du X.Q., Dichmann D.S., Romer J., Huang H., Cui L., Obici S., Tang B., Holst J.J., Fledelius C., Johansen P.B., Rossetti L., Jelicks L.A., Serup P., Nishimura E. (2003). Lower blood glucose, hyperglucagonemia, and pancreatic alpha cell hyperplasia in glucagon receptor knockout mice. Proc. Natl. Acad. Sci. U. S. A..

[5] Okamoto H., Kim J., Aglione J., Lee J., Cavino K., Na E., Rafique A., Kim J.H., Harp J., Valenzuela D.M., Yancopoulos G.D., Murphy A.J., Gromada J. (2015). Glucagon receptor blockade with a human antibody normalizes blood glucose in diabetic mice and monkeys. Endocrinology.

[6] Kelly R.P., Garhyan P., Raddad E., Fu H., Lim C.N., Prince M.J., Pinaire J.A., Loh M.T., Deeg M.A. (2015). Short-term administration of the glucagon receptor antagonist LY2409021 lowers blood glucose in healthy people and in those with type 2 diabetes. Diabetes Obes. Metab..

[7] Vajda E.G., Logan D., Lasseter K., Armas D., Plotkin D.J., Pipkin J.D., Li Y.X., Zhou R., Klein D., Wei X., Dilzer S., Zhi L., Marschke K.B. (2016). Pharmacokinetics and pharmacodynamics of single and multiple doses of the glucagon receptor antagonist LGD-6972 in healthy subjects and subjects with type 2 diabetes mellitus. Diabetes Obes. Metab..

[8] Briant L., Salehi A., Vergari E., Zhang Q., Rorsman P. (2016). Glucagon secretion from pancreatic alpha-cells. Ups J. Med. Sci..

[9] Hauge-Evans A.C., King A.J., Carmignac D., Richardson C.C., Robinson I.C., Low M.J., Christie M.R., Persaud S.J., Jones P.M. (2009). Somatostatin secreted by islet delta-cells fulfills multiple roles as a paracrine regulator of islet function. Diabetes.

[10] Strowski M.Z., Parmar R.M., Blake A.D., Schaeffer J.M. (2000). Somatostatin inhibits insulin and glucagon secretion via two receptors subtypes: An *in vitro* study of pancreatic islets from somatostatin receptor 2 knockout mice. Endocrinology.

[11] Franklin I.K., Wollheim C.B. (2004). GABA in the endocrine pancreas: Its putative role as an islet cell paracrine-signalling molecule. J. Gen. Physiol..

[12] Wendt A., Birnir B., Buschard K., Gromada J., Salehi A., Sewing S., Rorsman P., Braun M. (2004). Glucose inhibition of glucagon secretion from rat alpha-cells is mediated by GABA released from neighboring beta-cells. Diabetes.

[13] Franklin I., Gromada J., Gjinovci A., Theander S., Wollheim C.B. (2005). Beta-cell secretory products activate alpha-cell ATP-dependent potassium channels to inhibit glucagon release. Diabetes.

[14] Ishihara H., Maechler P., Gjinovci A., Herrera P.L., Wollheim C.B. (2003). Islet beta-cell secretion determines glucagon release from neighbouring alpha-cells. Nat. Cell Biol..

[15] Honey R.N., Weir G.C. (1980). Acetylcholine stimulates insulin, glucagon, and somatostatin release in the perfused chicken pancreas. Endocrinology.

[16] Duttaroy A., Zimliki C.L., Gautam D., Cui Y., Mears D., Wess J. (2004). Muscarinic stimulation of pancreatic insulin and glucagon release is abolished in m3 muscarinic acetylcholine receptor-deficient mice. Diabetes.

[17] Greenbaum C.J., Havel P.J., Taborsky G.J., Klaff L.J. (1991). Intra-islet insulin permits glucose to directly suppress pancreatic A cell function. J. Clin. Invest..

[18] Weir G.C., Knowlton S.D., Atkins R.F., McKennan K.X., Martin D.B. (1976). Glucagon secretion from the perfused pancreas of streptozotocin-treated rats. Diabetes.

[19] Maruyama H., Hisatomi A., Orci L., Grodsky G.M., Unger R.H. (1984). Insulin within islets is a physiologic glucagon release inhibitor. J. Clin. Invest..

[20] Kawamori D., Kurpad A.J., Hu J., Liew C.W., Shih J.L., Ford E.L., Herrera P.L., Polonsky K.S., McGuinness O.P., Kulkarni R.N. (2009). Insulin signaling in alpha cells modulates glucagon secretion *in vivo*. Cell Metab..

[21] McKinnon C.M., Ravier M.A., Rutter G.A. (2006). FoxO1 is required for the regulation of preproglucagon gene expression by insulin in pancreatic alphaTC1-9 cells. J. Biol. Chem..

[22] Akiyama M., Liew C.W., Lu S., Hu J., Martinez R., Hambro B., Kennedy R.T., Kulkarni R.N. (2013). X-box binding protein 1 is essential for insulin regulation of pancreatic alpha-cell function. Diabetes.

[23] Park S.W., Zhou Y., Lee J., Lu A., Sun C., Chung J., Ueki K., Ozcan U. (2010). The regulatory subunits of PI3K, p85alpha and p85beta, interact with XBP-1 and increase its nuclear translocation. Nat. Med..

[24] Winnay J.N., Boucher J., Mori M.A., Ueki K., Kahn C.R. (2010). A regulatory subunit of phosphoinositide 3-kinase increases the nuclear accumulation of X-box-binding protein-1 to modulate the unfolded protein response. Nat. Med..

[25] Taniguchi C.M., Emanuelli B., Kahn C.R. (2006). Critical nodes in signalling pathways: Insights into insulin action. Nat. Rev. Mol. Cell Biol..

[26] Withers D.J., Gutierrez J.S., Towery H., Burks D.J., Ren J.M., Previs S., Zhang Y., Bernal D., Pons S., Shulman G.I., Bonner-Weir S., White M.F. (1998). Disruption of IRS-2 causes type 2 diabetes in mice. Nature.

[27] Kulkarni R.N., Winnay J.N., Daniels M., Bruning J.C., Flier S.N., Hanahan D., Kahn C.R. (1999). Altered function of insulin receptor substrate-1-deficient mouse islets and cultured beta-cell lines. J. Clin. Invest..

[28] Takatani T., Shirakawa J., Roe M.W., Leech C.A., Maier B.F., Mirmira R.G., Kulkarni R.N. (2016). IRS1 deficiency protects beta-cells against ER stress-induced apoptosis by modulating sXBP-1 stability and protein translation. Sci. Rep..

[29] Kulkarni R.N., Roper M.G., Dahlgren G., Shih D.Q., Kauri L.M., Peters J.L., Stoffel M., Kennedy R.T. (2004). Islet secretory defect in insulin receptor substrate 1 null mice is linked with reduced calcium signaling and expression of sarco(endo)plasmic reticulum Ca2+-ATPase (SERCA)-2b and -3. Diabetes.

[30] Kubota N., Tobe K., Terauchi Y., Eto K., Yamauchi T., Suzuki R., Tsubamoto Y., Komeda K., Nakano R., Miki H., Satoh S., Sekihara H., Sciacchitano S., Lesniak M., Aizawa S. (2000). Disruption of insulin receptor substrate 2 causes type 2 diabetes because of liver insulin resistance and lack of compensatory beta-cell hyperplasia. Diabetes.

[31] Kubota N., Kubota T., Kajiwara E., Iwamura T., Kumagai H., Watanabe T., Inoue M., Takamoto I., Sasako T., Kumagai K., Kohjima M., Nakamuta M., Moroi M., Sugi K., Noda T. (2016). Differential hepatic distribution of insulin receptor substrates causes selective insulin resistance in diabetes and obesity. Nat. Commun..

[32] Le Marchand S.J., Piston D.W. (2010). Glucose suppression of glucagon secretion: Metabolic and calcium responses from alpha-cells in intact mouse pancreatic islets. J. Biol. Chem..

[33] Park K., Li Q., Rask-Madsen C., Mima A., Mizutani K., Winnay J., Maeda Y., D'Aquino K., White M.F., Feener E.P., King G.L. (2013). Serine phosphorylation sites on IRS2 activated by angiotensin II and protein kinase C to induce selective insulin resistance in endothelial cells. Mol. Cell Biol..

[34] Bozadjieva N., Blandino-Rosano M., Chase J., Dai X.Q., Cummings K., Gimeno J., Dean D., Powers A.C., Gittes G.K., Ruegg M.A., Hall M.N., MacDonald P.E., Bernal-Mizrachi E. (2017). Loss of mTORC1 signaling alters pancreatic alpha cell mass and impairs glucagon secretion. J. Clin. Invest..

[35] Liew C.W., Assmann A., Templin A.T., Raum J.C., Lipson K.L., Rajan S., Qiang G., Hu J., Kawamori D., Lindberg I., Philipson L.H., Sonenberg N., Goldfine A.B., Stoffers D.A., Mirmira R.G. (2014). Insulin regulates carboxypeptidase E by modulating translation initiation scaffolding protein eIF4G1 in pancreatic beta cells. Proc. Natl. Acad. Sci. U. S. A..

[36] Rorsman P., Braun M., Zhang Q. (2012). Regulation of calcium in pancreatic alpha- and beta-cells in health and disease. Cell Calcium.

[37] Gazit N., Vertkin I., Shapira I., Helm M., Slomowitz E., Sheiba M., Mor Y., Rizzoli S., Slutsky I. (2016). IGF-1 receptor differentially regulates spontaneous and evoked transmission via mitochondria at hippocampal synapses. Neuron.

[38] Liu S.M., Okada T., Assmann A., Soto J., Liew C.W., Bugger H., Shirihai O.S., Abel E.D., Kulkarni R.N. (2009). Insulin signaling regulates mitochondrial function in pancreatic beta-cells. PLoS One.

[39] Cryer P.E. (2012). Minireview: Glucagon in the pathogenesis of hypoglycemia and hyperglycemia in diabetes. Endocrinology.

[40] Araujo E.P., Amaral M.E., Souza C.T., Bordin S., Ferreira F., Saad M.J., Boschero A.C., Magalhaes E.C., Velloso L.A. (2002). Blockade of IRS1 in isolated rat pancreatic islets improves glucose-induced insulin secretion. FEBS Lett..

[41] Vergari E., Knudsen J.G., Ramracheya R., Salehi A., Zhang Q., Adam J., Asterholm I.W., Benrick A., Briant L.J.B., Chibalina M.V., Gribble F.M., Hamilton A., Hastoy B., Reimann F., Rorsman N.J.G. (2019). Insulin inhibits glucagon release by SGLT2-induced stimulation of somatostatin secretion. Nat. Commun..

[42] Zhou A., Pacini G., Ahren B., D'Argenio D.Z. (2014). Glucagon clearance is regulated by nutritional state: Evidence from experimental studies in mice. Diabetologia.

[43] Okada T., Liew C.W., Hu J., Hinault C., Michael M.D., Krtzfeldt J., Yin C., Holzenberger M., Stoffel M., Kulkarni R.N. (2007). Insulin receptors in beta-cells are critical for islet compensatory growth response to insulin resistance. Proc. Natl. Acad. Sci. U. S. A..

[44] Kulkarni R.N., Bruning J.C., Winnay J.N., Postic C., Magnuson M.A., Kahn C.R. (1999). Tissue-specific knockout of the insulin receptor in pancreatic beta cells creates an insulin secretory defect similar to that in type 2 diabetes. Cell.

[45] Shen X.X., Li H.L., Pan L., Hong J., Xiao J., Hermansen K., Jeppesen P.B., Li G.W. (2012). Glucotoxicity and alpha cell dysfunction: Involvement of the PI3K/Akt pathway in glucose-induced insulin resistance in rat islets and clonal alphaTC1-6 cells. Endocr. Res..

[46] da Silva Xavier G., Farhan H., Kim H., Caxaria S., Johnson P., Hughes S., Bugliani M., Marselli L., Marchetti P., Birzele F., Sun G., Scharfmann R., Rutter J., Siniakowicz K., Weir G. (2011). Per-arnt-sim (PAS) domain-containing protein kinase is downregulated in human islets in type 2 diabetes and regulates glucagon secretion. Diabetologia.

[47] Tang C.Y., Man X.F., Guo Y., Tang H.N., Tang J., Zhou C.L., Tan S.W., Wang M., Zhou H.D. (2017). IRS-2 partially compensates for the insulin signal defects in IRS-1(-/-) mice mediated by miR-33. Mol. Cells.

[48] Ozoe A., Sone M., Fukushima T., Kataoka N., Arai T., Chida K., Asano T., Hakuno F., Takahashi S. (2013). Insulin receptor substrate-1 (IRS-1) forms a ribonucleoprotein complex associated with polysomes. FEBS Lett..

[49] Zhang Q., Ramracheya R., Lahmann C., Tarasov A., Bengtsson M., Braha O., Braun M., Brereton M., Collins S., Galvanovskis J., Gonzalez A., Groschner L.N., Rorsman N.J., Salehi A., Travers M.E. (2013). Role of KATP channels in glucose-regulated glucagon secretion and impaired counterregulation in type 2 diabetes. Cell Metab..

[50] Aspinwall C.A., Qian W.J., Roper M.G., Kulkarni R.N., Kahn C.R., Kennedy R.T. (2000). Roles of insulin receptor substrate-1, phosphatidylinositol 3-kinase, and release of intracellular Ca2+ stores in insulin-stimulated insulin secretion in beta -cells. J. Biol. Chem..

[51] Kim M.S., Hong J.H., Li Q., Shin D.M., Abramowitz J., Birnbaumer L., Muallem S. (2009). Deletion of TRPC3 in mice reduces store-operated Ca2+ influx and the severity of acute pancreatitis. Gastroenterology.

[52] Abels M., Riva M., Bennet H., Ahlqvist E., Dyachok O., Nagaraj V., Shcherbina L., Fred R.G., Poon W., Sorhede-Winzell M., Fadista J., Lindqvist A., Kask L., Sathanoori R., Dekker-Nitert M. (2016). CART is overexpressed in human type 2 diabetic islets and inhibits glucagon secretion and increases insulin secretion. Diabetologia.

[53] Edlund A., Esguerra J.L., Wendt A., Flodstrom-Tullberg M., Eliasson L. (2014). CFTR and anoctamin 1 (ANO1) contribute to cAMP amplified exocytosis and insulin secretion in human and murine pancreatic beta-cells. BMC Med..

[54] Allister E.M., Robson-Doucette C.A., Prentice K.J., Hardy A.B., Sultan S., Gaisano H.Y., Kong D., Gilon P., Herrera P.L., Lowell B.B., Wheeler M.B. (2013). UCP2 regulates the glucagon response to fasting and starvation. Diabetes.

[55] Riehle C., Wende A.R., Zhu Y., Oliveira K.J., Pereira R.O., Jaishy B.P., Bevins J., Valdez S., Noh J., Kim B.J., Moreira A.B., Weatherford E.T., Manivel R., Rawlings T.A., Rech M. (2014). Insulin receptor substrates are essential for the bioenergetic and hypertrophic response of the heart to exercise training. Mol. Cell Biol..

[56] Kusminski C.M., Chen S., Ye R., Sun K., Wang Q.A., Spurgin S.B., Sanders P.E., Brozinick J.T., Geldenhuys W.J., Li W.H., Unger R.H., Scherer P.E. (2016). MitoNEET-parkin effects in pancreatic alpha- and beta-cells, cellular survival, and intrainsular cross talk. Diabetes.

[57] Dong X.C., Copps K.D., Guo S., Li Y., Kollipara R., DePinho R.A., White M.F. (2008). Inactivation of hepatic Foxo1 by insulin signaling is required for adaptive nutrient homeostasis and endocrine growth regulation. Cell Metab..

[58] Lin X., Taguchi A., Park S., Kushner J.A., Li F., Li Y., White M.F. (2004). Dysregulation of insulin receptor substrate 2 in beta cells and brain causes obesity and diabetes. J. Clin. Invest..

[59] Herrera P.L. (2000). Adult insulin- and glucagon-producing cells differentiate from two independent cell lineages. Development.

[60] Shiota C., Prasadan K., Guo P., Fusco J., Xiao X., Gittes G.K. (2017). Gcg (CreERT2) knockin mice as a tool for genetic manipulation in pancreatic alpha cells. Diabetologia.

[61] Nishiki Y., Adewola A., Hatanaka M., Templin A.T., Maier B., Mirmira R.G. (2013). Translational control of inducible nitric oxide synthase by p38 MAPK in islet beta-cells. Mol. Endocrinol..

# Supplementary material for: Insulin receptor substrate 1, but not IRS2, plays a dominant role in regulating pancreatic alpha cell function in mice
**Source:** J Biol Chem. 2021 Apr 9;296:100646. doi: 10.1016/j.jbc.2021.100646
**Supplement:** Supplemental Figures S1–S11

Fig. S1

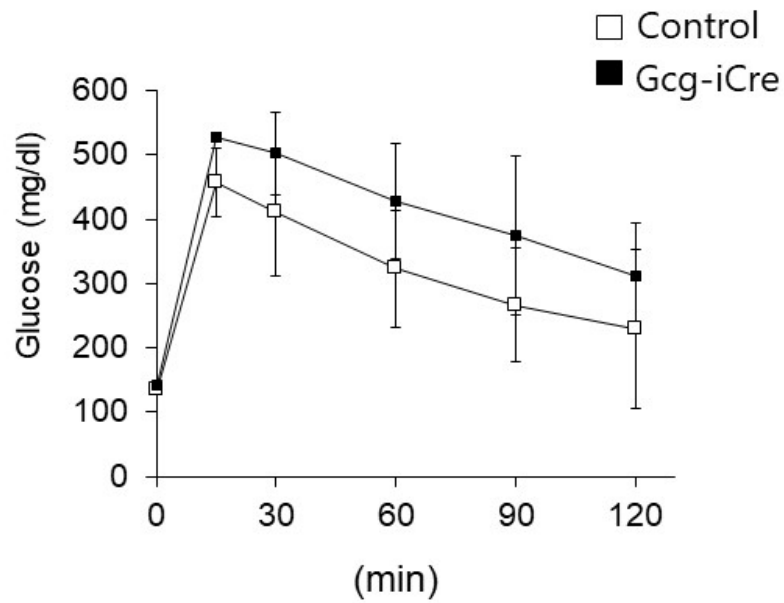

Fig. S1 Glucagon-cre transgene does not significantly affect glucose tolerance.

Oral glucose tolerance test (OGTT; glucose 1 g/kg body weight) in Control (wild type ;n= 3) and Gcg-iCre mice (n=3).

Fig. S2

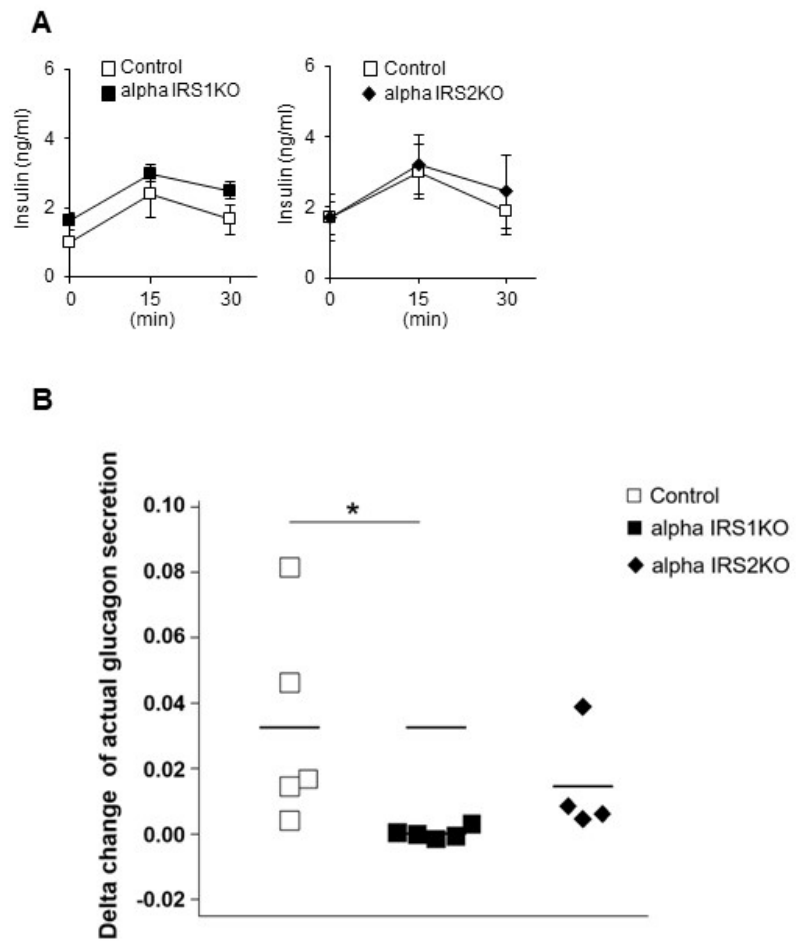

Fig. S2.

Alpha cell specific deletion of IRS1 or IRS2 does not significantly affect insulin levels in OGTT.

(A) Serum Insulin levels of OGTT measured by ELISA in 6-month-old alpha IRS1KO (n = 5 in each group) or alphaIRS2KO (n = 3-4 in each group) mice. (B) Plot of individual data points from Fig. 1G. The panel shows the data points of actual glucose value. Data are expressed as means $\pm$ SD * p<0.05.

Fig.S3

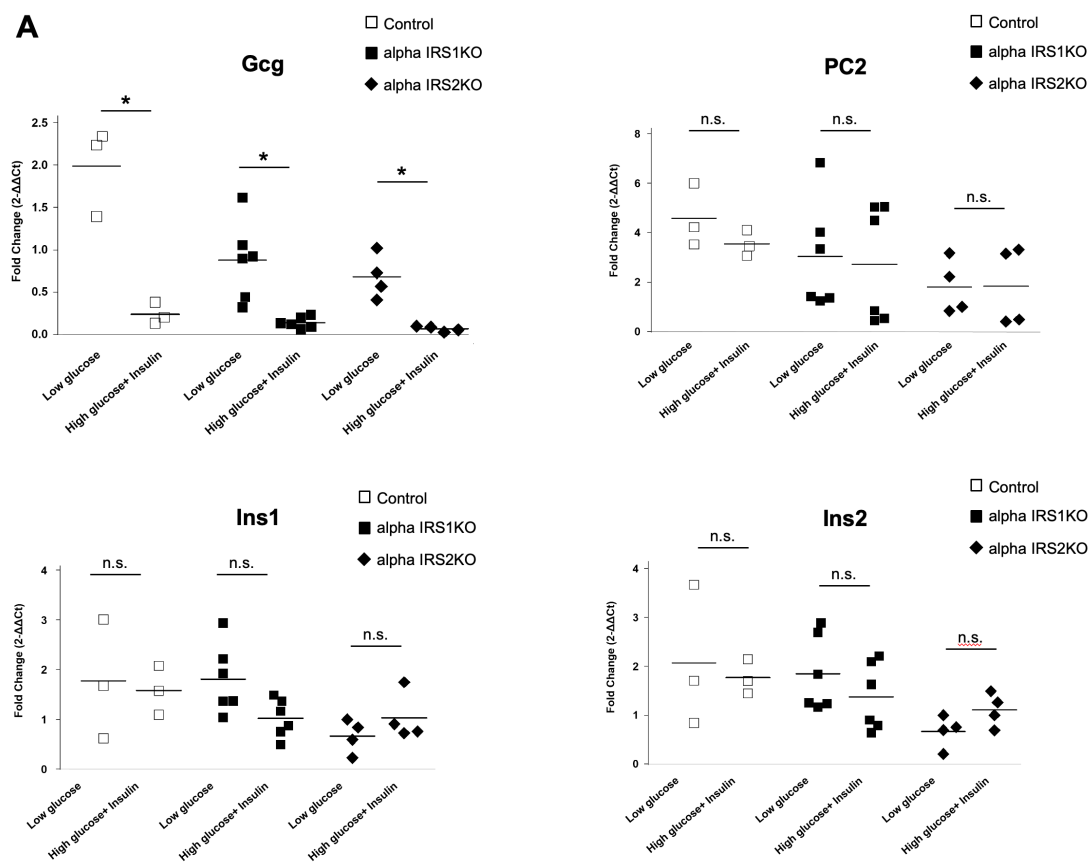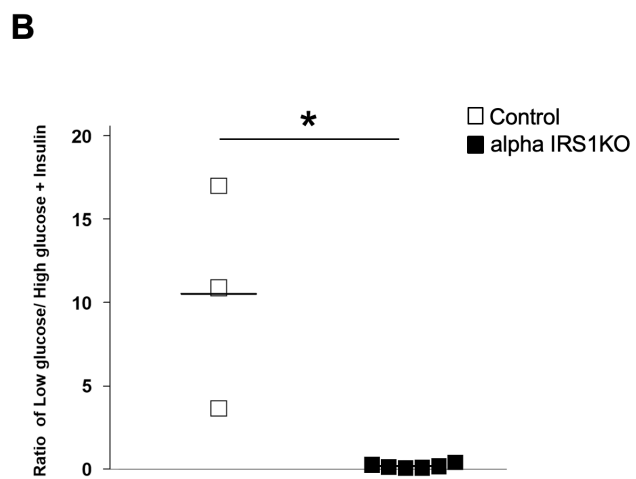

Fig. S3

Islets with alpha cell specific deletion of IRS1 do not significantly suppress glucagon transcription in response to insulin.

(A) qRT-PCR quantification of glucagon, ins1, ins2 and PC2 expression normalized by beta-actin. Forty islets from control mice, alphaIRS1KO mice and alphaIRS2KO mice were used for each experiment. Data are expressed as means $\pm$ SD. Gcg: Two-way ANOVA, $F=7.404$, $p=1.218 \times 10^{-2}$ (IRS), $F=20.868$, $p=1.370 \times 10^{-4}$ (Insulin), $F=1.898$, $p=0.182$ (Interaction), PC2: Two-way ANOVA, $F=1.283$, $p=0.269$ (IRS), $F=3.496$, $p=0.074$ (Insulin), $F=0.223$, $p=0.641$ (Interaction), Ins1: Two-way ANOVA, $F=1.748$, $p=0.199$ (IRS), $F=8.778$, $p=6.970 \times 10^{-3}$ (Insulin), $F=0.096$, $p=0.759$ (Interaction), Ins2: Two-way ANOVA, $F=3.159$, $p=0.089$ (IRS), $F=10.030$, $p=0.004$ (Insulin), $F=0.626$, $p=0.437$ (Interaction), * $p<0.05$ (B) Ratio of glucagon expression of low glucose (3.3 mM) to high glucose (16.7 mM)+insulin (100 nM) condition. Data are expressed as means $\pm$ SD. * $p<0.05$

Fig.S4

A

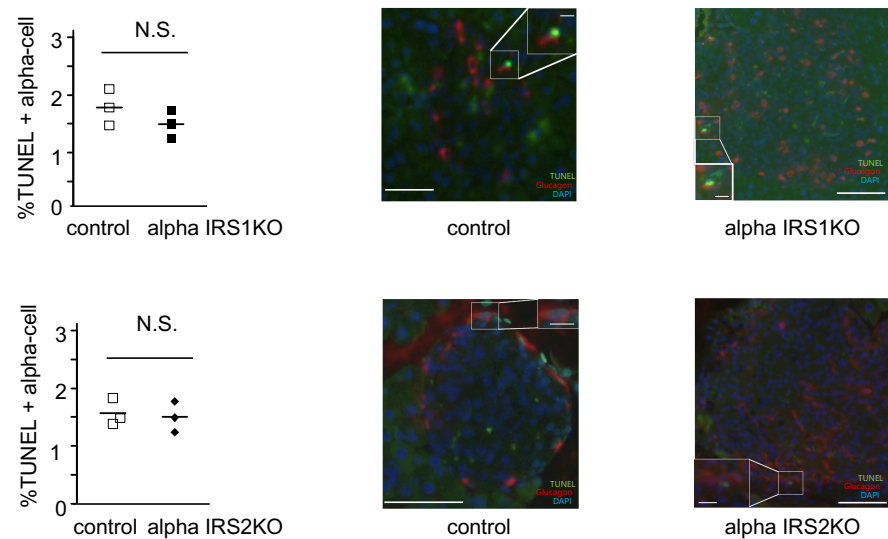

B

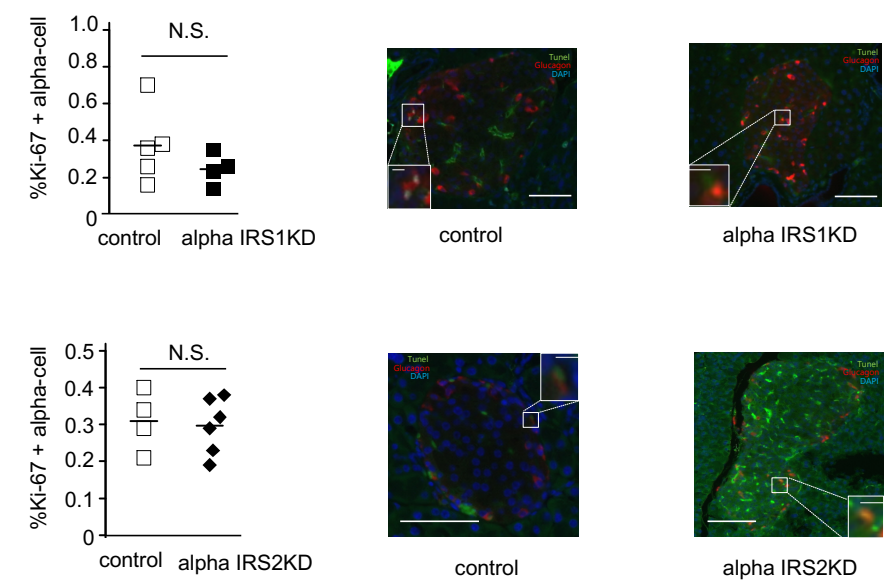

Fig. S4.

(A,B) Alpha cell specific deletion of IRS1 or IRS2 does not significantly affect alpha cell apoptosis or proliferation. Percent TUNEL Ki-67 positive alpha cells in pancreas sections from alpha IRS1KO or alpha IRS2KO mice (n=3). (B) Percent Ki67 positive alpha cells in pancreas sections from alpha IRS1KO or alpha IRS2KO mice (n=4-6 in each group). Between 500-1000 cells from multiple sections of pancreas were counted in all groups. Data are expressed as means $\pm$ SD. Representative images are shown in right panel. Scale bars are 50 μ m in low magnification and 10 μ m in high magnification insets.

Fig.S5

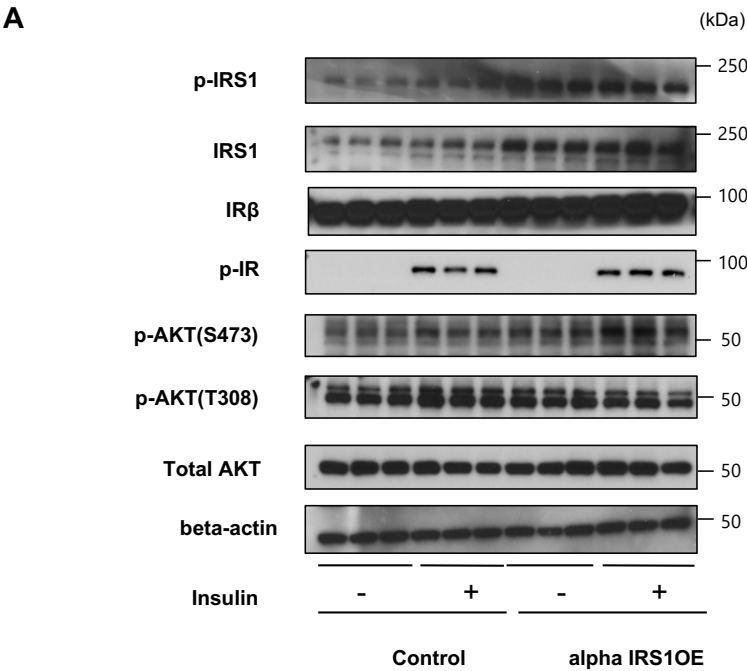

B

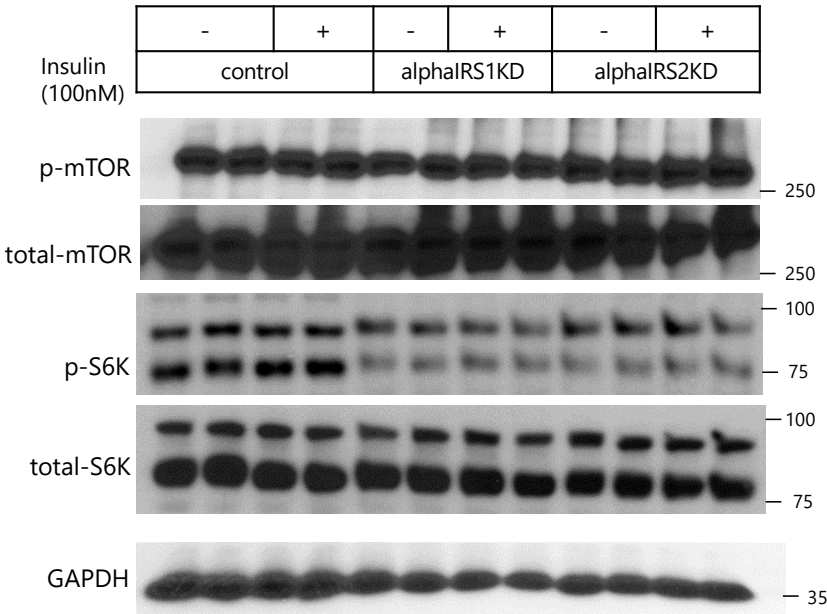

C

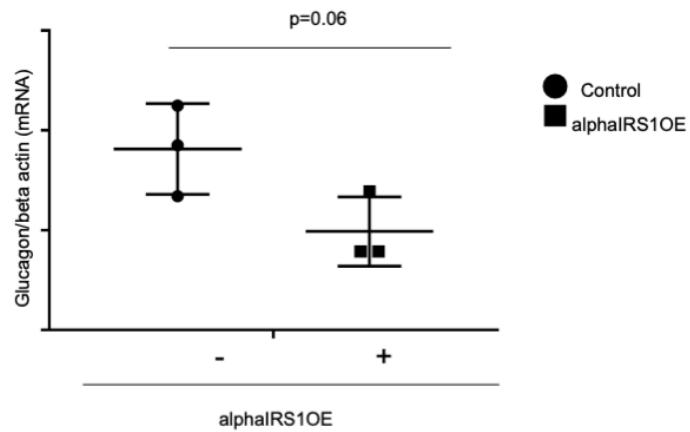

Fig. S5

IRS1 over-expression in alpha cells affects glucagon mRNA expression.

(A) Western blotting for IRS1, IRS1 Ser³⁰⁷ phosphorylation, insulin receptor (IR) tyrosine⁹⁷² phosphorylation (pIR), AKT Thr³⁰⁸ phosphorylation, AKT Ser⁴⁷³ phosphorylation, total AKT protein, and beta-actin in control or alpha IRS1OE cells. (B) Western blotting for p-S6K (Ser371) and total S6K in control, alpha IRS1KD and alpha IRS2 KD cells. (C) PCR for glucagon gene expression in control or alphaIRS1OE cells (n=3). Data are expressed as means $\pm$ SD.

Fig. S6

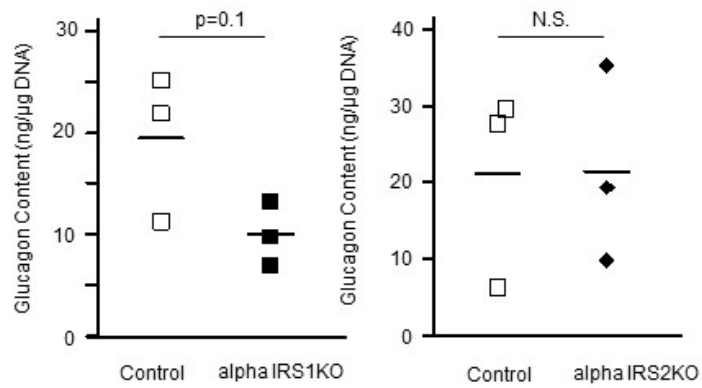

Fig. S6.

Glucagon content shows a trend to decrease in islets isolated from alpha IRS1KO mice.

Glucagon content in islets isolated from alphaIRS1KO (n=3) or alphaIRS2KO mice (n=3). Data are expressed as means $\pm$ SD.

Fig. S7

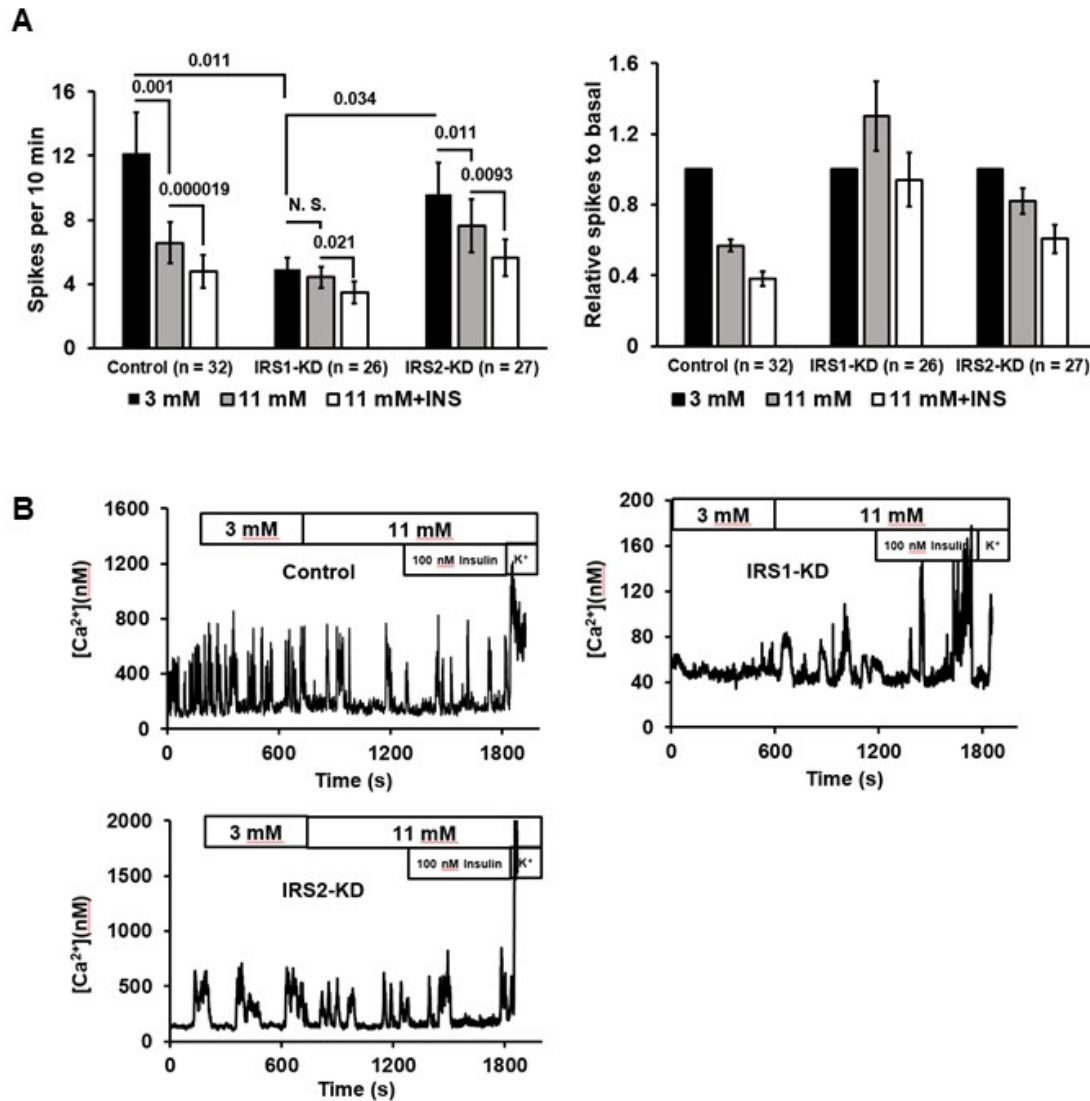

Fig. S7

Fig. S7. AlphaIRS1KD cells exhibit insufficient suppression of Ca^{2+} -influx in response to high glucose

(A) Control, alphaIRS1KD or alphaIRS2KD cells were perfused with 3 mM glucose, 11 mM glucose and 11 mM glucose + 100 nM insulin for 10 min during each period. The cells were imaged to measure $[\text{Ca}^{2+}]$ influx. The data normalized by dividing all the spike numbers to their basal level

are also shown. (B) The representative $[Ca^{2+}]$ traces of control, alphaIRS1KD or alphaIRS2KD cells.

Fig.S8

A

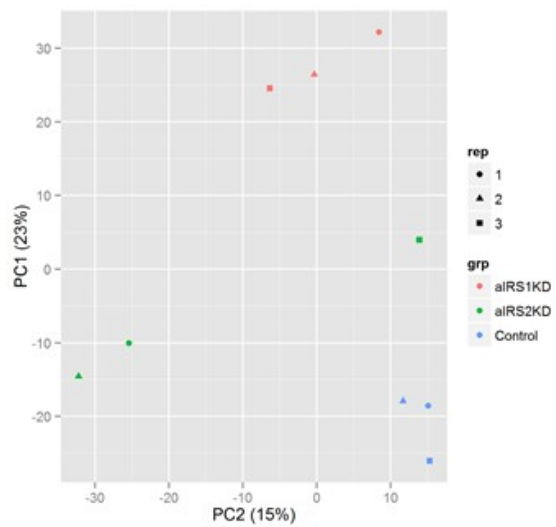

B

Control vs α IRS1KD

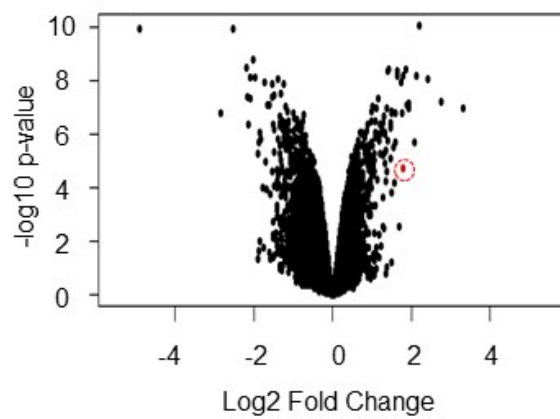

C

α IRS1KD vs α IRS2KD

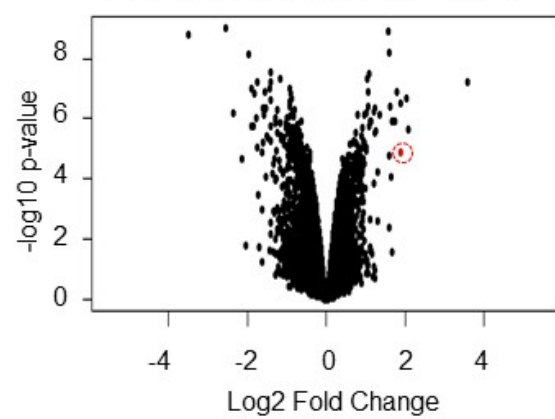

Fig. S8.

Microarray analysis of control, alphaIRS1KD or alphaIRS2KD alpha cells.

(A) Principal component (PC) analysis for control, alphaIRS1KD, and alphaIRS2KD cells. (B and C)

A volcano plot showing comparison of gene expression for control and alpha IRS1KD (n=3) (B) or alpha IRS1KD and alpha IRS2KD samples (C) (n=3). 

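A volcano plot sets the log2 fold change of each gene against the p-value of its difference. Between alphaIRS1KD and control cells, 1477 genes were called at an adjusted p under 0.05 by limma, with a median change of 1.34-fold, and 120 of them differed by at least 2-fold. Serpina1c, an alpha-1 antitrypsin gene, rose from a log2 signal of 3.98, low on these arrays, to 6.72, so that its fold is not ranked. Of the other named genes Gfra1 had the largest rise, and Zdbf2 and Cped1 (5.76-fold lower) had the largest falls. Between alphaIRS1KD and alphaIRS2KD cells 916 genes were called, 380 higher and 536 lower, with a median change of 1.34-fold, and 78 differed by at least 2-fold. Zdbf2 again lay lowest of the named genes (log2 fold change -3.49), and Smim31 (2.07) and Alb (2.02) lay highest.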

The red dot in each plot represents the protein Ano1 (circled in red).

Fig. S9

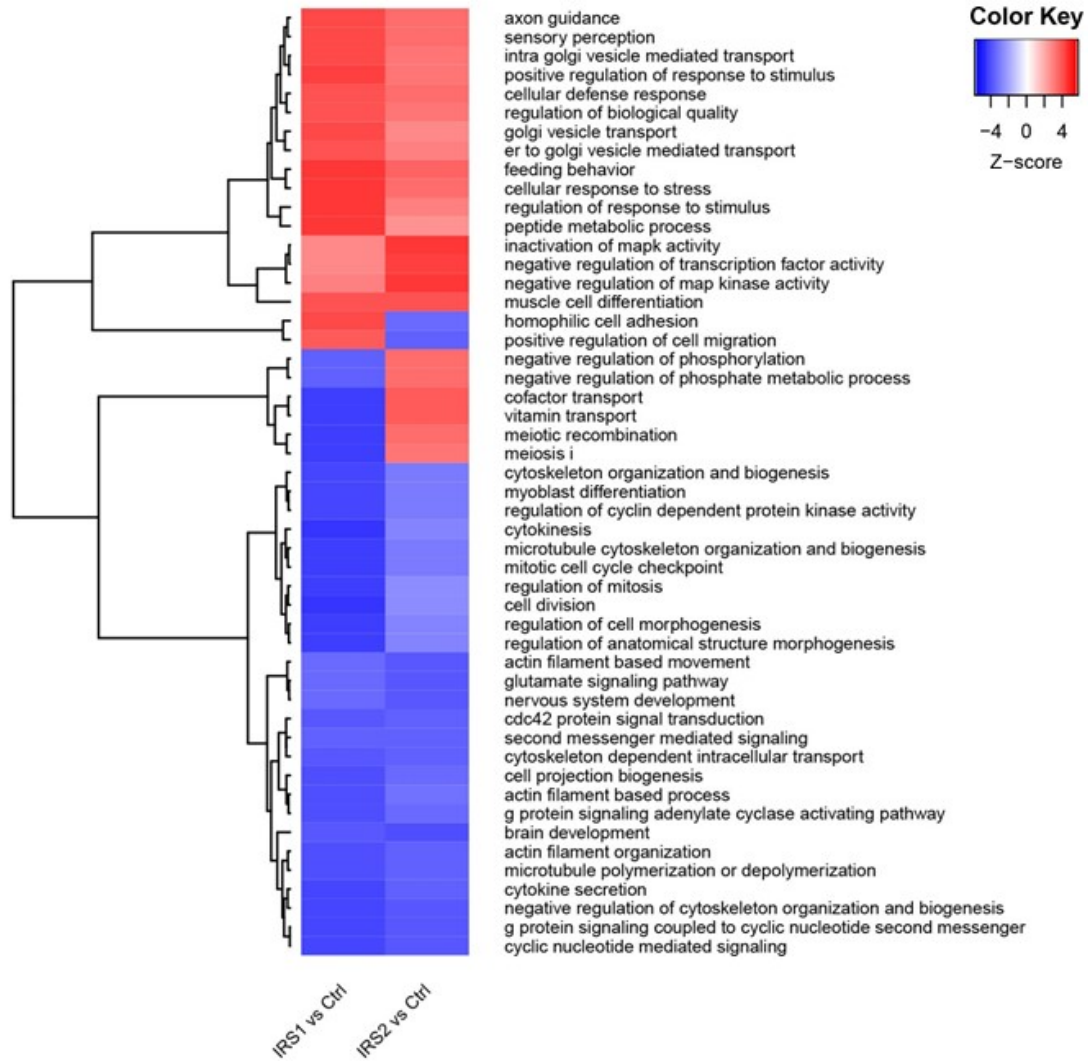

Fig. S9

Heatmap of microarray analysis of control, alpha IRS1KD or alpha IRS2KD alpha cells.

A heatmap showing a comparison of gene expression for control and alphaIRS1KD (n=3) or control and alphaIRS2KD (n=3). The “cellular response to stress” pathway was increased in alpha IRS1KD compared to control and alphaIRS2KD and “negative regulation of phosphorylation and phosphate metabolic process” pathways were increased in alphaIRS1KD alpha cells.

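A heatmap of pathways colors each pathway by the direction and size of its enrichment in a comparison, so that its colors depend on which group is taken as the reference. Gene lists for 2 further processes of the heatmap, transport between ER and Golgi and cAMP signaling, were compared between alphaIRS1KD and control cells. Vesicle coat and tethering genes included 18 lower ones of 38 measured, and none was higher (24 adjusted over the list alone), with the COPII subunit Sec24d at -1.53, the COPI subunit Copb2 at -0.62, the Golgi syntaxin Stx5a at -0.48 and Sec23a at -0.46. Their median was -0.21 (adjusted p = 4.2e-14 by camera, adjusted p = 0.14 with an estimated correlation). Between the knockdown lines 7 were lower (13 adjusted over the list alone). Of 39 genes of cAMP and G protein signaling, the inhibitory G protein subunit Gnai1 (0.78), Prkar2a and the adenylyl cyclase Adcy9 (0.39) were higher and none was lower (also adjusted over the list alone). The call of Adcy9 was lost under some of the alternatives. The median of the list was 0.08 (adjusted p = 0.036 by camera, adjusted p = 0.22 with an estimated correlation).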

Fig. S10

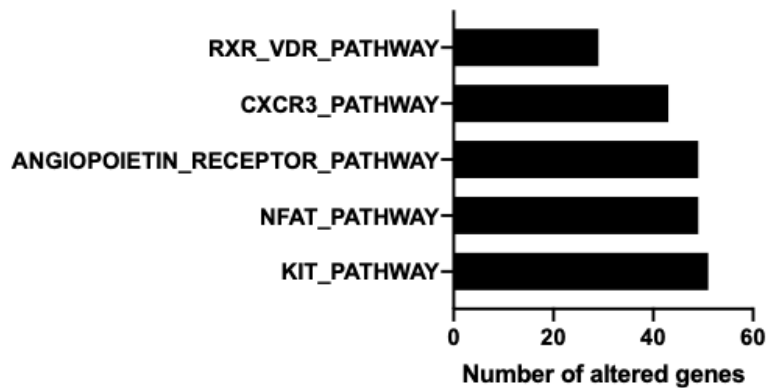

RXR_VDR pathway		
Gene-Entrez #	Gene abbreviation	Gene name
11303	Abca1	ATP-binding cassette, sub-family A (ABC1), member 1
15370	Nr4a1	nuclear receptor subfamily 4, group A, member 1

CXCR3 pathway		
Gene-Entrez #	Gene abbreviation	Gene name
19094	Mapk11	mitogen-activated protein kinase 11

Angiotensin receptor pathway		
Gene-Entrez #	Gene abbreviation	Gene name
23871	Ets1	E26 avian leukemia oncogene 1, 5' domain
20850	Stat5a	signal transducer and activator of transcription 5A

NFAT pathway		
Gene-Entrez #	Gene abbreviation	Gene name
19087	Prkar2a	protein kinase, cAMP dependent regulatory, type II alpha
11459	Acta1	actin, alpha 1, skeletal muscle

KIT pathway		
Gene-Entrez #	Gene abbreviation	Gene name
16590	Kit	KIT proto-oncogene receptor tyrosine kinase
17444	Grap2	GRB2-related adaptor protein 2

Fig. S10. Pathway analysis of alphaIRS1KD cells linked with mTOR-S6K signaling

Upper panel shows pathways linked with mTOR-S6K signaling that are significantly altered in alphaIRS1KD cells compared to control cells. Lower tables show the representative transcription factors in each pathway.

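The lower tables name genes chosen for each pathway of the upper panel. The receptors after which several of the pathways are called were measured on the same arrays. In alphaIRS1KD against control cells the log2 fold change of the chemokine receptor Cxcr3 was 0.22 (adjusted p = 0.15 from limma), of the angiopoietin receptor Tek -0.06 (adjusted p = 0.72), of the angiotensin receptor Agtr1a 0.13 (adjusted p = 0.66), of the retinoid receptor Rxra -0.10 (adjusted p = 0.55) and of the vitamin D receptor Vdr 0.17 (adjusted p = 0.22), and none of these passed the test.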

Fig.S11

Primer name	Sequence (5' to 3')
Tapbp_Fw	GCTGCCTACTGGACCATTCC
Tapbp_Rv	AGGGGCTACTGGAGTCATCT
Pam_Fw	GGAGCCTCCAACTAACTCCG
Pam_Rv	GAGCAGGGTCCTTATCGCTC
Tpp1_Fw	AGCATGGGACAGGACTCTTTG
Tpp1_Rv	CTGCTTTCTCGTCATGGCAC
Scg5_Fw	GAGGTTTCGGAGGGAGGTGA
Scg5_Rv	CCAGCCTTGAGGCCATTTTT
Cartpt_Fw	AGGAGCTGATCGAAGCGTTG
Cartpt_Rv	GGGACTTGGCCGTA CTCTT
Snap25_Fw	ATGTTGGATGAGCAAGGCGA
Snap25_Rv	TGGCCACTACTCCATCCTGA
Eif2ak3_Fw	GGGTCTGGTTCCTTGGTTTCA
Eif2ak3_Rv	TCATCCCAACACACGCTCA
Apbb1_Fw	CTGGGCCACCTTATCACAGG
Apbb1_Rv	CCAGCCGGTAGATCGGAATC
Trpc3_Fw	ACCCTTCAGTCTGGTCCCTA
Trpc3_Rv	TCGAGTTAGACTGTGTGAAGAGG
Cacna2d1_Fw	CGAACATACACATGGACGCC
Cacna2d1_Rv	GGGTTTCTGAATATCTGGCCT

Fig. S11.

qRT-PCR Primer sequences. Related to Fig. 6C

How the deposited data were processed for this re-analysis (not part of the article)

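RNA of control, alphaIRS1KD and alphaIRS2KD alpha TC6 cells was measured on Affymetrix Mouse Gene 2.0 ST arrays, 3 per group and 9 in all. The authors labelled the RNA, scanned the arrays and processed the intensities with RMA (version not given) before they deposited them, so the deposited values are on the log2 scale, corrected for background, normalized between arrays and summarized per transcript. The values were used as deposited, and no column of the table was left without a sample. Array medians lay between 5.03 and 5.11 and the brightest signals between 13.53 and 13.61. For arrays no depth can be given, and their number limits the precision.

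The table holds 41345 probes. Of these, 23521 carry 1 gene symbol, 1814 carry several and 16010 carry none, and the last 2 kinds were left out except where all probes were counted as an alternative. For 1082 genes with more than 1 probe the one with the highest mean was kept, which gave 22180 genes. Genes were tied to pathway sets by their Entrez number, for which 23328 of the probes with 1 symbol have an entry in the reference table of GRCm38.p6.

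Differences between groups were tested with limma 3.58.1 in R 4.3.3, with 1 coefficient per group, the 3 groups in 1 fit and Benjamini-Hochberg adjustment over all genes within a comparison. The comparisons were alphaIRS1KD against control, alphaIRS2KD against control and alphaIRS1KD against alphaIRS2KD. A gene was called at an adjusted p under 0.05, and it counted as changed in alphaIRS1KD against both other groups when it was called in the same direction in both comparisons. Standard errors are those of limma, and SDs are between the arrays of a group. Separation of the groups was tested on Euclidean distances over all probes with an exact permutation test of the pseudo-F ratio over 280 partitions, and principal components were centred and not scaled. Gene lists and Reactome sets (from fgsea 1.28.0, sets of 15 to 300 measured genes) were compared with all other genes by camera with a preset correlation of 0.01, adjusted over the lists or sets within a comparison, and again with a correlation estimated from the arrays, which needs statmod 1.5.0. The gene ontology sets of the study were not analysed here.

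The genes named in the text follow a rule. It names Irs1 and Irs2, each gene that the paper names from or beside the arrays, up to 12 genes per direction changed in alphaIRS1KD against both other groups with no overlap between arrays, up to 8 per direction for alphaIRS2KD against both other groups and for both knockdowns against control, taken by the smaller of their 2 changes, up to 4 called members of a gene list with the largest changes, and members of a list that the paper names. Where a count of 5 or fewer genes is given, its genes are named even outside this rule, and those names, like the Y-linked genes Uty and Kdm5d, their X-linked copies and Xist, were chosen after their values were seen.

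The comparisons and their tests, the gene lists, this rule and the alternatives that follow were chosen before the data were examined. The results were recomputed under other settings, 1 choice at a time apart from the unadjusted Student test, which changes the test and the threshold together. These were an adjusted p under 0.01, 0.1 or 0.25, an unadjusted p under 0.05, a change of at least 1.5-fold beside the adjusted p, the Student test of the paper's statistics section with and without adjustment, array weights, a prior spread with trend and robust estimation, the replicate number as a block, median centring, quantile normalization, a filter on genes in the dimmest 30 percent, the mean of all probes of a gene, all probes counted, only the 2 compared groups in the fit, only the most variable probes for the separation of groups, an estimated correlation for camera, and each array left out in turn. The prohormone list without the 5 genes that the paper took from its pathways on these arrays was added after the data were seen. The overlap of comparisons that share arrays was set beside 20 simulated data sets without effect. The limma fit and camera with the preset correlation were tested on simulated data with 200 genes among 22180 changed in alphaIRS1KD alone. The noise was independent between genes. The fit recovered 77.6% of the 67 genes changed by 0.5 on the log2 scale and all genes changed by 1 or 2, with 6 false calls among 191. Camera called the 1 shifted list of 38 and 0 of the others. Since the simulated genes were not correlated, this does not test list calls where genes vary together.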

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

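The tests of the mitosis genes and of the Y-linked genes were chosen only after the results were seen, and the counts over other splits of the arrays were planned.

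The paper shows the alphaIRS2KD arrays in its principal components and its pathway heatmap (Fig. S8 and S9), but it gives no count of the genes changed in alphaIRS2KD cells against control, 198 higher and 154 lower here, or in both knockdown lines, 128 higher and 113 lower. Of the 10 splits of the 6 alphaIRS2KD and control arrays into groups of 3, the real one alone (1 of 10) gave as many genes, and the highest count of any other split was 0 for higher and 0 for lower genes. For alphaIRS1KD against control the real split (661 higher and 816 lower) was 1 of 10 as well, and so it was for alphaIRS1KD against alphaIRS2KD (380 higher and 536 lower), with a highest other count of 0 in each case. The 10 splits are too few for a share under 0.05. For the genes changed in alphaIRS1KD cells against both other groups, 100 of the 840 splits of the 9 arrays were drawn, none of which kept the 3 alphaIRS1KD arrays together except the real one. The real split was the only 1 of 100 with counts as large (291 higher, highest other 16, and 377 lower, highest other 34). The draw does not show what other splits that keep the 3 alphaIRS1KD arrays together would give. With 1 line per knockdown, it also cannot exclude a chance difference between the lines.

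The imprinted gene Zdbf2 had a log2 fold change of -4.90 in alphaIRS1KD against control cells, the largest among the named genes, and the liver gene Alb one of 1.36. The paper does not discuss either gene. In alphaIRS2KD cells Zdbf2 was lower as well (-1.41), whereas Alb moved the opposite way. No explanation of these changes was tested.

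Of the 40 measured mitosis genes, 34 were higher in alphaIRS1KD than in control cells, none of which the paper names, and all 40 had a log2 fold change above 0. A trend of the arrays with brightness is argued against, since 0% of 10000 random lists matched in brightness had a median as high (their highest was 0.08, against 0.37). A larger share of cells in G2 or M phase would raise mitosis genes more than DNA replication genes. The medians were 0.37 and 0.12, a difference of 0.25 in the direction of such a share (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give). That test treats genes as independent, so its p does not measure the spread between arrays. The estimated correlations between genes were 0.27 and 0.29, and with them neither list passed by camera (adjusted p = 0.073 and 0.39). More transcription of these genes per cell would give the same difference and was not tested, and the paper's Fig. 3 reports no significant change of proliferation.

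The Y-linked genes Eif2s3y (log2 fold change 1.36, adjusted p = 0.0015 from limma) and Uty (0.92, adjusted p = 2.7e-04) were higher in alphaIRS1KD than in control cells, although the paper does not discuss them. More cells with a Y chromosome in the alphaIRS1KD line would raise each broadly expressed Y gene. Only 1 further such gene, Kdm5d, was measured. Its alphaIRS1KD arrays lay above all 6 others, as did those of 5.9% of all genes (1.2% expected by chance). It did not pass the test against control (0.39, adjusted p = 0.23) but passed against alphaIRS2KD cells (0.77, adjusted p = 0.030). All 3 genes are dim, and 1 gene is too few to decide, so that this explanation stays open. The X-linked Xist, dim as well, had a log2 fold change of -0.05 against control (adjusted p = 0.80). Signal from the X-linked copy is argued against for Uty alone, since the log2 fold change of its copy Kdm6a was -0.087 (SE 0.08). For Eif2s3y it stays open, since 0 probes carry the symbol of its copy Eif2s3x alone. More transcription per cell stays open, and with 1 line per knockdown an effect of the knockdown and a difference between cell lines picked at selection are confounded.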

How the results depend on the processing

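The alternatives were planned, except that the tests of the prohormone list without 5 of its genes were chosen only after the result was seen. Where a result moved, the cause was not tested, apart from thresholds, which change the counts by their construction. Counts are given in the order alphaIRS1KD against control, alphaIRS2KD against control, alphaIRS1KD against alphaIRS2KD, and alphaIRS1KD against both other groups, with genes higher before genes lower, and start from 661 and 816, 198 and 154, 380 and 536, and 291 and 377.

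The counts moved with the threshold on the same tests. An unadjusted p under 0.05 in limma gave 1939 and 2025, 1227 and 1170, 1674 and 1823, and 926 and 1087. An adjusted p under 0.25 gave 1762 and 1880, 570 and 481, 1265 and 1447, and 770 and 938. An adjusted p under 0.01 gave 347 and 408, 97 and 54, 150 and 255, and 118 and 182. A change of at least 1.5-fold beside the adjusted p gave 184 and 215, 87 and 46, 106 and 173, and 88 and 108. The unadjusted Student test of the paper's statistics section, which changes the test and the threshold together, gave 1824 and 1991, 919 and 854, 1173 and 1371, and 794 and 940. With Benjamini-Hochberg adjustment, which changes the test alone, it gave 420 and 481, 34 and 24, 55 and 83, and 40 and 62.

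Among the other settings, a prior spread with trend and robust estimation raised the alphaIRS2KD counts to 303 and 246. With only the 2 compared groups in the fit, which leaves fewer arrays to estimate the spread, they were 105 and 63, those between the knockdowns 213 and 298, and those against both other groups 188 and 234. The replicate number as a block gave 81 lower genes in alphaIRS2KD against control, 356 lower between the knockdowns and 193 higher against both other groups. The numbers do not pair the arrays, since correlations between arrays with the same number, after removal of the group means, ran from -0.084 to 0.020, and the best match carried the same number in 3 of 9 pairs. Median centring gave 92 lower genes in alphaIRS2KD cells. With all probes counted, 248 were higher between the knockdowns and 187 against both other groups. Every other count under these settings, an adjusted p under 0.1, array weights, quantile normalization, the filter on dim genes and the mean of all probes stayed within 1.5 times the counts above. The share of higher genes among those called moved with the scaling, from 44.8% to 51.4% with median centring and 52.8% with quantile normalization for alphaIRS1KD against control, so that it is no measure of direction.

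Without 1 array at a time, which leaves fewer samples, the counts for alphaIRS1KD against control ranged from 435 to 800 higher and from 517 to 922 lower. They moved by more than 1.5 times without alphaIRS1KD replicate 2 (435 and 517), control replicate 2 (517 lower) and control replicate 3 (519 lower). For alphaIRS2KD against control they ranged from 109 to 260 higher and from 69 to 124 lower, with 130 and 81 without control replicate 1, 116 and 72 without control replicate 2, 109 and 69 without control replicate 3, 116 and 92 without alphaIRS2KD replicate 1, 125 and 96 without alphaIRS2KD replicate 2, and 88 lower without alphaIRS1KD replicate 2. Between the knockdowns they ranged from 214 to 381 higher and from 314 to 751 lower, with 214 and 314, 219 and 324, and 224 and 329 without alphaIRS1KD replicates 1, 2 and 3, 251 and 319 without alphaIRS2KD replicate 1 and 327 lower without alphaIRS2KD replicate 2. Against both other groups they ranged from 165 to 239 higher and from 230 to 436 lower. The highest counts came without alphaIRS2KD replicate 3.

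The separation of the 3 groups kept its side of the threshold under each alternative, with a pseudo-F between 1.44 and 1.79 without single arrays. With an estimated correlation camera called 1 gene list in alphaIRS1KD against control, 0 in alphaIRS2KD against control and 1 between the knockdowns, and 0, 0 and 0 Reactome sets. The medians stay the same by construction, but no longer passed against control for complex I (-0.11, adjusted p = 0.14), complexes II to IV (-0.060, adjusted p = 0.30), ATP synthase (-0.074, adjusted p = 0.16), the unfolded protein response (-0.17, adjusted p = 0.15), mitosis (0.37, adjusted p = 0.073) and transport between ER and Golgi (-0.21, adjusted p = 0.14). Between the knockdowns they no longer passed for exocytosis (-0.062, adjusted p = 0.22), complex I (-0.050, adjusted p = 0.40), ATP synthase (-0.061, adjusted p = 0.40), the unfolded protein response (-0.16, adjusted p = 0.22), the integrated stress response (0.14, adjusted p = 0.58), mitosis (0.29, adjusted p = 0.11) and transport between ER and Golgi (-0.12, adjusted p = 0.24). The prohormone list passed in both comparisons, also without the 5 genes that the paper took from its pathways on these arrays (adjusted p = 0.015 and 0.0089). Without single arrays, the median of complexes II to IV between the knockdowns ranged from -0.080 to -0.029 and passed only without alphaIRS1KD replicate 3, and that of ATP synthase ranged from -0.083 to -0.021 and did not pass without alphaIRS1KD replicate 2 or alphaIRS2KD replicate 1. The Reactome sets called in alphaIRS2KD against control ranged from 0 without control replicate 3 to 73 without alphaIRS2KD replicate 2, with 25 without alphaIRS2KD replicate 1.

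Of 434 called results for named genes, 344 kept their call with the replicate block, 432 with array weights, 433 with trend and robust estimation, 356 with median centring, 424 with quantile normalization, 358 with only the 2 compared groups and 418 with the mean of all probes, where the log2 fold change of Kcnma1 in alphaIRS1KD against control reversed to 0.14. Of the 432 that the filter on dim genes left, 432 kept it. Without single arrays between 309 and 406 kept it. The log2 fold change of Irs1 in alphaIRS1KD cells ranged from -0.93 to -0.60, that of Irs2 in alphaIRS2KD cells from -0.61 to -0.54, and that of Ano1 in alphaIRS1KD cells from 1.597 to 1.87 against control and from 1.71 to 2.03 against alphaIRS2KD cells, and each stayed past the threshold over 17 settings. Signal over background limits the dim genes, since a gene near the floor of the arrays can show only part of its change.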

Differences from the paper's values

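No test in these comparisons was chosen after the result was seen. The paper's text gives no test and no threshold for the counts of genes in Fig. 6A, and its statistics section names a t test or ANOVA at p under 0.05 for the paper as a whole, so the counts are not at a known common threshold.

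The paper reports 866 genes significantly increased in alphaIRS1KD cells against both other groups, and 291 were higher here, and the paper reports 1062 decreased, where 377 were lower here. In Fig. 6A, read by eye, the paper's number of genes increased only against control is about 990, against 370 here, and that of genes increased only against alphaIRS2KD about 680, against 89 here. The paper's numbers of genes decreased in Fig. 6A, read by eye, are about 970 only against control, against 439 here, and about 700 only against alphaIRS2KD, against 159 here. Among the alternatives set before the data were examined, an unadjusted p under 0.05 in limma gave 926 and 1087 against both groups, 1013 and 938 only against control, and 748 and 736 only against alphaIRS2KD, all within 1.5 times the paper's numbers. An adjusted p under 0.25 came as close for all 6 counts, with 770 and 938, 992 and 942, and 495 and 509. The unadjusted Student test came as close for the counts against both groups (794 and 940) and only against control (1030 and 1051), but not for those only against alphaIRS2KD (379 and 431). Each other alternative differs from the paper's numbers by more than 1.5 times for at least 1 of the 6 counts.

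The paper's heatmap in Fig. S9 shows cell division and mitosis in the color for lower, where 34 of 40 mitosis genes were higher in alphaIRS1KD than in control cells and none was lower. It shows transport between ER and Golgi in the color for higher, where 18 of 38 genes were lower and none was higher, and cyclic nucleotide signaling in the color for lower, where 3 of 39 cAMP genes were higher and none was lower. At an unadjusted p under 0.05, 6 cAMP genes were higher and 3 lower by limma (9 and 2 by the t-test). The call of Adcy9 among them was lost under some of the alternatives. With an estimated correlation none of the 3 lists passed by camera (adjusted p = 0.073 for mitosis and 0.14 for transport between ER and Golgi). With the opposite sign these 3 lists would go the same way as the figure. The paper's statements on stress and phosphorylation below rest on the same figure, so a turned sign would bear on them as well. Whether the sign is turned was not tested. The paper states that the cellular response to stress went up in alphaIRS1KD cells. In 5 stress lists here, most of the called genes were lower than in control cells, with 10 lower and 1 higher for the unfolded protein response, 2 and 0 for the integrated stress response, 3 and 0 for NRF2, 4 and 0 for p53, and 0 and 1 for heat shock. At an unadjusted p under 0.05 by limma the integrated stress response went the other way, with 2 lower and 4 higher (4 and 8 by the t-test). The other lists had more lower than higher genes by limma at that threshold. These were 16 lower and 1 higher for the unfolded protein response, 9 and 2 for NRF2, 6 and 0 for p53, and 4 and 1 for heat shock. Against alphaIRS2KD cells the called genes were 0 higher and 7 lower for the unfolded protein response, 2 (Nqo1 0.37 and Gstm1 0.41) and 0 for NRF2, 2 (Cdkn1a and Gadd45g) and 3 (Btg2, Ccng1 and Trp53inp1) for p53, 0 and 0 for heat shock (0 and 3 at an unadjusted p under 0.05 by limma, 1 and 2 by the t-test), and 0 and 0 for the integrated stress response. The integrated stress response stood above the other genes in this comparison (median 0.14, adjusted p = 8.2e-05 by camera, adjusted p = 0.58 with an estimated correlation), with 10 genes higher and 1 lower at an unadjusted p under 0.05 by limma (5 and 0 by the t-test, and Asns, Nars and Nupr1 higher adjusted over the list alone), so that this list and the 2 NRF2 genes go the way of the paper's statement there. Against control the list did not stand apart from the other genes (median 0.03, adjusted p = 0.76 by camera). It was lower in alphaIRS2KD than in control cells (-0.10, adjusted p = 8.7e-05 by camera, adjusted p = 0.57 with an estimated correlation). The calls of Nqo1 and Gstm1 were lost under some of the alternatives. The paper also states that negative regulation of phosphorylation went up, where 2 genes of the list were higher and 5 lower. At an unadjusted p under 0.05 that list was balanced, with 9 higher and 9 lower by limma (8 and 9 by the t-test). The lists are not the gene sets of the figure. For Ano1 the direction and size in Fig. S8 match the values here.

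The paper lists Hoxd13 as a candidate for the control of the glucagon gene by IRS1. Here its log2 fold change of 0.36 against control was not called (adjusted p = 0.10 from limma), but it was with a threshold of 0.25 for the adjusted p or 0.05 for the unadjusted p. Foxj2, which the paper also picks, was called against control and not against alphaIRS2KD (adjusted p = 0.25 from limma), where an unadjusted p under 0.05 calls it. Foxp2, the other one, was called in both comparisons. Of the genes of Fig. S10, Nr4a1, Ets1 and Stat5a were not called against control here. All 3 were called at an adjusted p under 0.25 and at an unadjusted p under 0.05, and Stat5a also at an adjusted p under 0.1. Nr4a1 was called with the replicate number as a block (adjusted p = 0.045), and Stat5a with array weights, with trend and robust estimation, with quantile normalization, with the filter on dim genes and without control replicate 3. Abca1, Mapk11, Prkar2a, Acta1, Kit and Grap2 of that figure were called against control.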

Other observations

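The tests on alphaIRS2KD replicate 3 were chosen only after its place among the arrays was seen.

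Some genes of antigen presentation and of the interferon response were lower in both knockdown lines. Of 30 measured genes, 6 were lower in alphaIRS1KD than in control cells (7 lower and 1 higher adjusted over the list alone) and 4 in alphaIRS2KD cells (also adjusted over the list alone), and none was higher. The MHC class I light chain B2m had a log2 fold change of -1.54 in alphaIRS1KD and -0.73 in alphaIRS2KD cells, and it was also lower between the knockdowns (-0.81). In alphaIRS1KD cells Bst2 (-0.83), the RNA sensor Ifih1 (-0.40) and the immunoproteasome subunit Psmb9 (-0.40) followed, and in alphaIRS2KD cells Bst2 (-0.57), the immunoproteasome subunit Psmb8 (-0.48) and Isg20 (-0.44). The median was -0.11 in both (adjusted p = 0.0011 and 6.6e-05 by camera), and neither held with an estimated correlation (adjusted p = 0.073 and 0.084). The Reactome set of interferon signaling, fixed in advance with 130 measured genes, did not stand apart from the other genes. Of its genes 5 were higher and 5 lower in alphaIRS1KD than in control cells (adjusted p = 0.81 by camera). In alphaIRS2KD cells 2 were higher and 1 was lower (adjusted p = 0.72 by camera). Among genes that respond early to growth factors, most of the called ones were lower. In alphaIRS1KD cells Ccn2 (-1.82), Egr1 (-0.97), Btg2, Atf3 and Dusp1 were lower and Nr4a2 (0.37) was higher among 24, and in alphaIRS2KD cells Btg2 (-0.74), Ccn2 (-0.72) and Atf3 (-0.42) were lower (5 higher and 6 lower, and 1 higher and 7 lower, adjusted over the list alone). The medians were -0.06 and -0.11 (adjusted p = 0.035 and 4.2e-04 by camera, adjusted p = 0.53 and 0.51 with an estimated correlation).

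Markers of the alpha cell were mixed. In alphaIRS1KD cells the transcription factors Irx1 (0.51), Irx2 (0.39) and Pax6 (0.32) were higher and transthyretin, Ttr (-0.98), and the amino acid transporter Slc38a5 (-0.81) were lower, among 18 markers (5 and 2 adjusted over the list alone). The list did not stand apart from other genes (median 0.11, adjusted p = 0.32 by camera). Among markers of other cells, the neuropeptide gene Npy (-0.80) was the only 1 of 13 beta-cell markers called, and the duct factor Sox9 (-0.80) the only 1 of 11 acinar and duct markers (each also adjusted over the list alone). Of 18 markers of delta, PP, epsilon and gut endocrine cells, Cck (1.32) was higher and the ghrelin receptor Ghsr (-1.89) and Rbp4 (-0.49) were lower (2 and 2 adjusted over the list alone), and in alphaIRS2KD cells Cck (1.34) was higher and Rbp4 (-0.33) lower (also adjusted over the list alone). Of 20 mesenchymal, endothelial and immune markers limma called 0 (1 higher at an unadjusted p under 0.05, and 1 lower by the t-test). Of 31 DNA replication genes 5, Uhrf1 (0.36), Pole (0.30), Rrm2 (0.27), Mcm10 (0.23) and Mcm3 (0.21), were higher (7 adjusted over the list alone, median 0.12, adjusted p = 3.0e-05 by camera, adjusted p = 0.39 with an estimated correlation). In glycolysis Pdk1 (0.36) was higher and the glucose transporter Slc2a3 (-0.73) and the lactate dehydrogenase Ldhb (-0.63) were lower among 21 (2 and 2 adjusted over the list alone), with a median of 0.07 and a mean of -0.01. Several of these calls, those of Pole, Rrm2, Mcm10, Mcm3, Pdk1, Ldhb, Ifih1, Nr4a2 and Dusp1 in alphaIRS1KD cells and of Rbp4 in alphaIRS2KD cells, were lost under some of the alternatives.

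On the second principal component alphaIRS2KD replicate 3 lay apart from replicates 1 and 2. A control array under the wrong label is argued against. Over the 384 genes called between the other alphaIRS2KD arrays and control, its median position was 0.775 on a scale from 0 (control) to 1 (alphaIRS2KD), 71.6% of these genes were nearer to the alphaIRS2KD arrays, and its log2 signal of Irs2 was 10.11. Dim probes are argued against as the whole source, since over the brighter 50% of probes it lay 1.24 times as far from its siblings as they lay apart (1.01 over the dimmer 50%), although 65.0% of its squared deviation lay in the dimmer 50%. A difference in the culture or in the handling of that sample stays open and was not tested, and the design gives no condition that would explain it.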
